# Interleukin-17D promotes lung cancer progression by inducing tumor-associated macrophage infiltration via the p38 MAPK signaling pathway

**DOI:** 10.18632/aging.204208

**Published:** 2022-08-05

**Authors:** Zhenzhen Lin, Qiumin Huang, Junrong Liu, Hao Wang, Xuexi Zhang, Zhiyan Zhu, Wei Zhang, Yiliang Wei, Zhe Liu, Wei Du

**Keywords:** cytokine, IL-17D, lung cancer, MAPK signaling pathway, targeted therapy

## Abstract

Cancer immunoediting is defined as the integration of the immune system’s dual host-protective and tumor-promoting roles, including three phases: elimination, equilibrium, and escape. Immune selective pressure causes tumor cells to lose major histocompatibility complex expression or acquire immunosuppressive gene expression, which promotes tumor immune evasion and tumor progression. Interleukin-17D (IL-17D), a member of the IL-17 family of cytokines, plays an important role in the host defense against infection and inflammation. However, the role of IL-17D in the progression of lung cancer remains unclear. In this study, we found that IL-17D was highly expressed in human lung cancer, and increased IL-17D expression was associated with tumor stage and short overall survival. IL-17D overexpression significantly promoted tumor growth in subcutaneous xenograft mouse models but only slightly affected cell proliferation *in vitro*. Using flow cytometry, we found that IL-17D overexpression enhances the recruitment of tumor-associated macrophages to the tumor microenvironment. Based on the expression profile of *IL17D*–overexpressing A549 cells, we found that IL-17D increased the expression levels of macrophage polarization– and recruitment–related genes through the MAPK signaling pathway. Moreover, inhibition of the p38 pathway blocked macrophage infiltration induced by IL-17D. These results suggest that IL-17D regulates the tumor immune microenvironment via the p38 MAPK signaling pathway, highlighting IL-17D as a potential therapeutic target for lung cancer.

## INTRODUCTION

The immune system plays a dual role in cancer development and progression, including both host protection and tumor promotion. Cancer cells express antigens that differentiate them from non-transformed cells. Immune responses to tumor antigens initiate three sequential phases: tumor cell elimination, equilibrium, and escape under immunosurveillance, called “cancer immunoediting” [1, 2]. Under immune selective pressure, tumor cells gain resistance against the immune system, via mechanisms involving the expression of inhibitory ligands or immunosuppressive cytokines and loss of antigens, leading to immune evasion and immunotherapy failure [3].

The functions of the IL-17 family in regulating immune response have been linked to many disease processes, including rheumatoid arthritis and antitumor immunity [4–8]. IL-17D, as a novel member of the IL-17 family, could regulate local immune responses through inducing cytokine production [8]. Unlike other family members, IL-17D is unusually expressed outside the immune system. Based on the expression pattern (RNA-seq) [9] and quantitative real-time polymerase chain reaction (qRT-PCR) [10], IL-17D is preferentially expressed in the brain, ovary, skeletal muscle, adipose tissue, heart, lung, and pancreas. Previous studies have revealed that IL-17D can stimulate endothelial cells to produce IL-6, IL-8, and granulocyte-macrophage colony-stimulating factor [10]. However, the role of IL-17D in antitumor therapy remains controversial. O’Sullivan et al. used fibrosarcoma model and found that IL-17D inhibited tumor progression via NK-cells [11]. Recent report indicated that *Il17d^−/−^* mice were resistant to tumor growth upon B16 OVA melanoma and E.G7 OVA lymphoma challenge through enhancing CD8 T cell activity [12]. These suggest that IL-17D may exhibits a variety of functions in different tumor types and stages of tumor development. Here, we study the molecular and clinical consequences of IL-17D expression in lung cancer.

In this study, we sought to identify tumor-expressed genes that play an important role in tumor progression. We found that IL-17D was highly expressed in lung cancer and associated with poor clinical outcomes. Mechanically, IL-17D induced tumor associated macrophages (TAMs) infiltration via the p38 MAPK pathway. These data delineate an important role for IL-17D in the immune microenvironment of lung cancer, and suggest that IL-17D might be a potential target for the treatment of lung cancer.

## RESULTS

### IL-17D expression correlates with poor prognosis in human lung cancer

To identify genes and pathways participating in lung cancer development and progression, we analyzed the publicly available NCBI GEO dataset GSE32036 (expression profiling of lung cancer cell lines, including 59 normal small airway or bronchial epithelial cell samples, 118 NSCLC samples, and 29 SCLC samples) [13, 14]. A set of 710 genes (856 transcripts) showed significant expression differences between the normal, NSCLC, and SCLC groups (Figure 1A). Many well-known lung tumorigenesis-related genes were significantly enriched in SCLC, such as *GPC2*, *POU3F2*, *ASCL1*, *SYP* and *CXCR4*. Among these differently expressed genes, *IL-17D* gene, whose function in lung cancer is unknown, was upregulated in NSCLC and SCLC compared with that in normal airway epithelial cells (Figure 1B). We also analyzed single cell RNA-seq data of 42 NSCLC samples in NCBI GEO dataset GSE148071, and found that IL-17D was mainly expressed in lung cancer cells, while lowly expressed or not expressed in fibroblasts, alveolar cells, normal epithelial cells and immune cells (Supplementary Figure 1). Additional western blotting experiments were performed to verify the aberrant expression of IL-17D in these lung cancer cell lines; IL-17D was expressed at low or undetectable levels in HBECs and some NSCLC cell lines (H460, HCC827 and A549) but was highly expressed in all SCLC cell lines and H1155, an NSCLC cell line with neuroendocrine features (Figure 1C). ELISA analysis confirmed that the release of IL-17D in the supernatants was significantly elevated in SCLC cell lines and H1155 compared with A549 (Supplementary Figure 2). These data suggest that IL-17D expression is upregulated in lung cancer cells.

**Figure 1:**
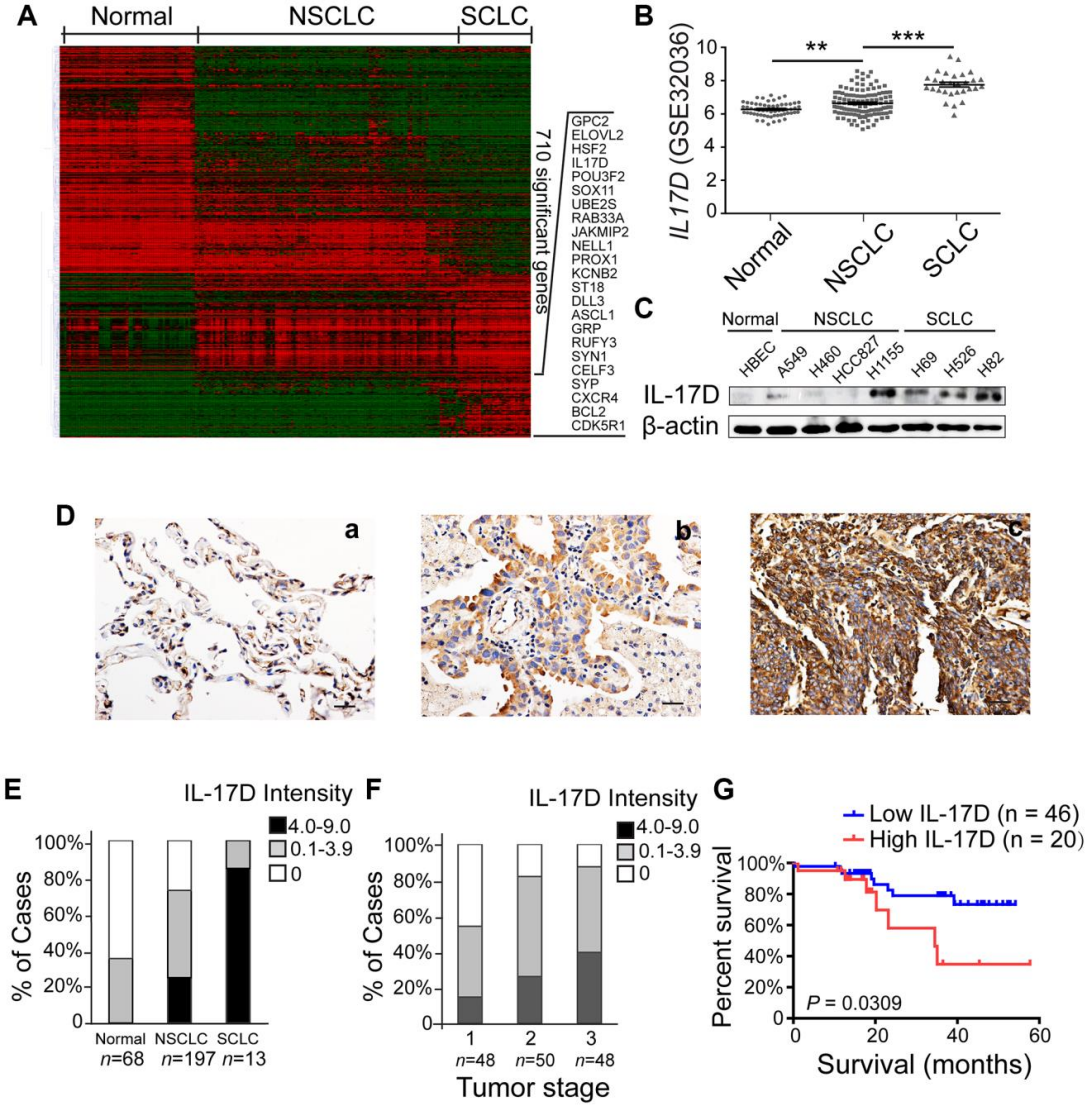
**Interleukin (IL)-17D is highly expressed in lung cancer cell lines and tissues and correlates with poor prognosis in human lung cancer.** (**A**) Heatmap of 856 differentially expressed transcripts (710 genes) among normal airway epithelial cell lines (Normal, *n* = 59), non-small cell lung cancer cell lines (NSCLC, *n* = 118), and small cell lung cancer cell lines (SCLC, *n* = 29). (**B**) RNA-seq data (GSE32036) of *IL-17D* gene expression of normal airway epithelial cells (*n* = 59) and NSCLC (*n* = 118) and SCLC (*n* = 29) cell lines (value = quantile-normalized and log_2_-transformed signal). ^**^P < 0.01. ^***^P < 0.001. (**C**) Immunoblotting was performed to examine the expression level of IL-17D in normal, NSCLC, and SCLC cells. (**D**) Representative images of immunostaining with anti-IL-17D antibody in tissue sections of human lung tumor adjacent tissue (**a**), NSCLC tissue (**b**) and SCLC tissue (**c**). Scale bars are 20 μm. (**E**) The frequency of cases with no (0), low (0.1–3.9), or high (4.0–9.0) IL-17D staining stratified by immunohistochemically-defined lung cancer subtype. (**F**) The frequency of cases with no (0), low (0.1–3.9), or high (4.0–9.0) IL-17D staining stratified by tumor stage. (**G**) Kaplan-Meier survival rates for 66 subjects with lung cancer disease with low (staining scores < 2, *n* = 46, blue line) versus high (staining scores ≥ 2, *n* = 20, red line) IL-17D expression were compared. Median survivals were undefined months (low IL-17D) versus 34.52 months (high IL-17D; *P* = 0.0309).

Subsequently, we performed immunohistochemical staining to study IL-17D expression in human lung cancer tissues, including 197 NSCLCs (50 squamous cell carcinomas, 124 adenocarcinomas, 12 adenosquamous carcinomas and 11 large cell carcinomas), 13 SCLCs and 68 normal lung tissues. IL-17D was detected at lower levels in normal lung tissues than in NSCLC and SCLC tissues (Figure 1D). Many IL-17D-positive lung cancer cells exhibited cytoplasmic localization (Figure 1D). Quantification of staining based on the intensity of IL-17D staining and the percentage of IL-17D-positive lung cancer cells revealed higher expression of IL-17D in SCLCs than in NSCLCs (Figure 1E). A higher IL-17D staining intensity was associated with the tumor stage of NSCLC (Figure 1F). To assess the prognostic significance of IL-17D, we analyzed the correlation between IL-17D expression and patient survival. Patients with a high density of IL-17D (staining scores ≥ 2, *n* = 20) had poorer overall survival than those with a low density of IL-17D (staining scores < 2, *n* = 46, *P* = 0.0309; Figure 1G). These results indicate that IL-17D is frequently overexpressed in lung cancers, and that a high expression level predicts poor prognosis in human lung cancer.

### IL-17D overexpression does not affect the biological behavior of tumor cells *in vitro*, but promotes tumor progression *in vivo*

To evaluate the function of IL-17D in lung cancer, we overexpressed IL-17D in the human lung carcinoma cell line A549 and mouse lung carcinoma cell line LLC1, which do not express endogenous IL-17D. We found that cell proliferation was slightly decreased in IL-17D–expressing cells (Figure 2A, no difference). We tested the effect of IL-17D expression on the invasion and migration of lung cancer cells. IL-17D expression also did not affect the invasion of A549 and LLC1 cells or cell migration (Figure 2B and 2C). These results suggest that IL-17D had no effect on the biological behavior of lung cancer cells *in vitro*.

**Figure 2:**
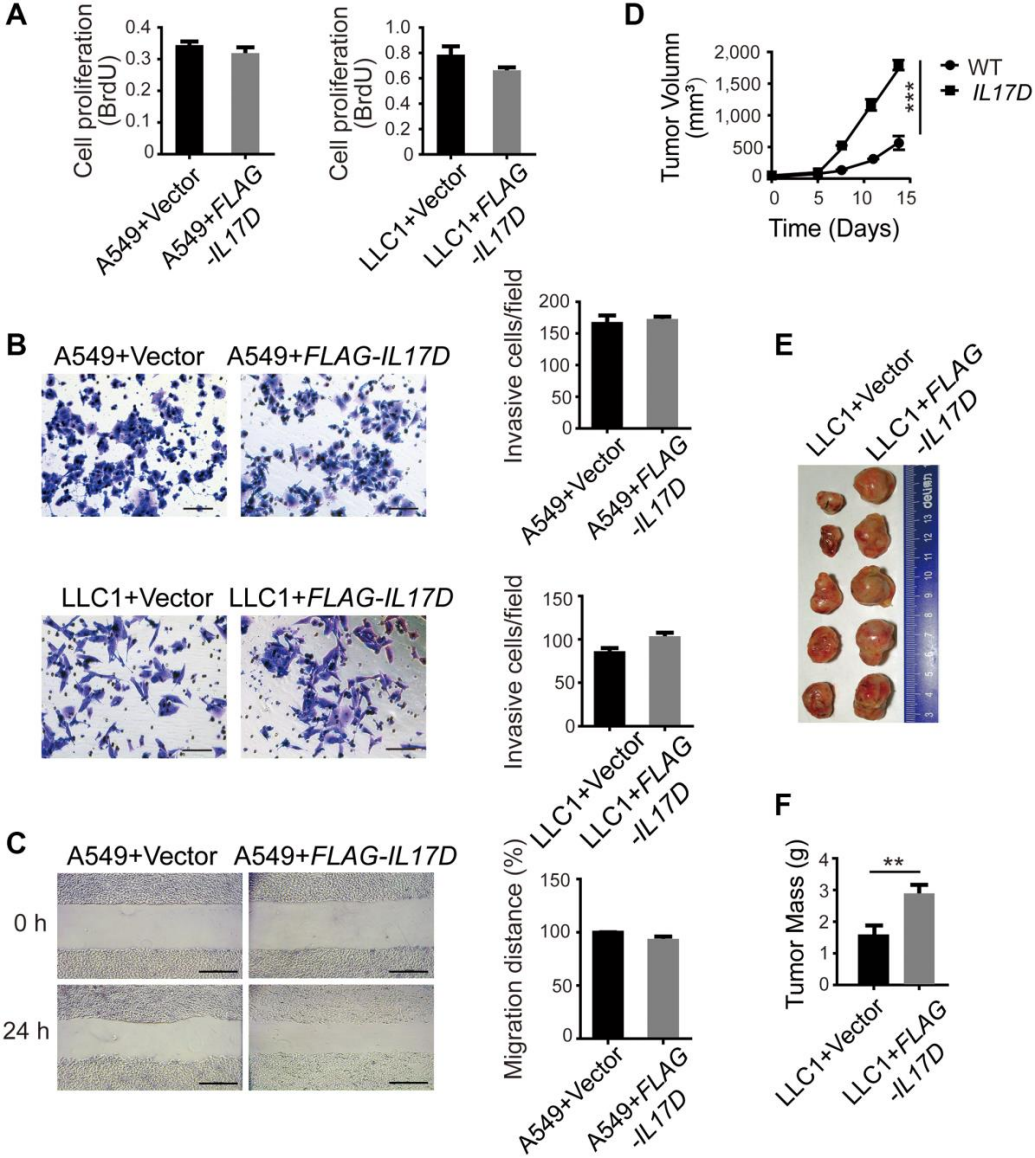
**IL-17D overexpression does not affect the biological behavior of tumor cells *in vitro*, but promotes tumor progression *in vivo*.** (**A**) Cell proliferation measurements (BrdU) compared between IL-17D–expressing and control cells (*n* = 5–6). (**B**) *IL-17D*–expressing cancer cells and control cells were subjected to invasion assay. Error bars represent the means ± standard deviation (SD) for a representative experiment performed in triplicate. Scale bars, 100 μm. (**C**) *IL-17D*–expressing A549 cells and control cells were subjected to a wound healing assay. Error bars represent the means ± SD for a representative experiment performed in triplicate. Scale bar, 100 μm. (**D**) Subcutaneous tumor growth of *IL-17D–*expressing and control LLC1 cells were measured (*n* = 5). Control and *IL-17D*–expressing LLC1 cell lines were harvested and injected into WT mice (100% tumor positive). Data are representative of three independent experiments. ^***^P < 0.001. (**E**) Images of subcutaneous tumors. Tumors were excised at day 15 after subcutaneous injection. (**F**) Subcutaneous tumor weight was measured and compared. ^**^P < 0.01.

To examine the effect of IL-17D expression on tumor growth *in vivo*, we subcutaneously injected LLC1 cells into 8-week-old C57BL/6 mice and measured the tumor size every 3 days. We found that subcutaneous tumor growth of IL-17D–expressing LLC1 cells was faster than that of vector-transduced cells (Figure 2D). On day 15, the tumors were excised, and the size of IL-17D–expressing tumors was larger than that of control tumors. (Figure 2E). The tumor weight of IL-17D–expressing cells was also significantly higher than that of the vector-transduced cells (Figure 2F). Owing to the different growth trends *in vitro* and *in vivo*, the major function of IL-17D in tumor growth might be associated with the tumor microenvironment (TME).

### IL-17D promotes infiltration of tumor-associated macrophages (TAMs)

According to previous reports, IL-17D can induce endothelial cells to express IL-6, IL-8, and GM-CSF, which are involved in the differentiation and recruitment of myeloid cells in the TME [15–17]. To investigate the role of IL-17D in the immune microenvironment of lung cancer, we used flow cytometry to characterize the tumor-infiltrating immune cells in a subcutaneous tumor model of *IL17D*–expressing LLC1 cells. We found that the percentage of F4/80^+^ CD11b^+^ TAMs among CD45^+^ tumor-infiltrating leukocytes (TILs) was significantly increased in *IL17D*–expressing tumors (Figure 3A). M2 macrophages (CD206^+^ F4/80^+^ CD11b^+^ TAMs) in total TAMs were also markedly increased in *IL17D*–expressing tumors (Figure 3B). However, no significant changes in the percentage of myeloid-derived suppressor cells were observed in *IL17D*–expressing tumors compared to that in control tumors (Figure 3C and 3D). The percentages of CD8^+^ and CD4^+^ T cells in CD45^+^ TILs were significantly reduced in *IL17D*–expressing tumors (Figure 3E and 3F). The percentages of NK cells remained similar in *IL17D*–expressing and control tumors (Figure 3G and Supplementary Figure 3). To further study whether blocking IL-17D influences tumor progression via promoting TAM infiltration, we treated animals with an IL-17D antibody in subcutaneous mouse models. IL-17D–induced tumor growth and infiltration of TAMs were significantly inhibited by the IL-17D antibody (Figure 3H–3J). These results suggest that IL-17D promotes lung cancer progression by inducing TAM infiltration.

**Figure 3:**
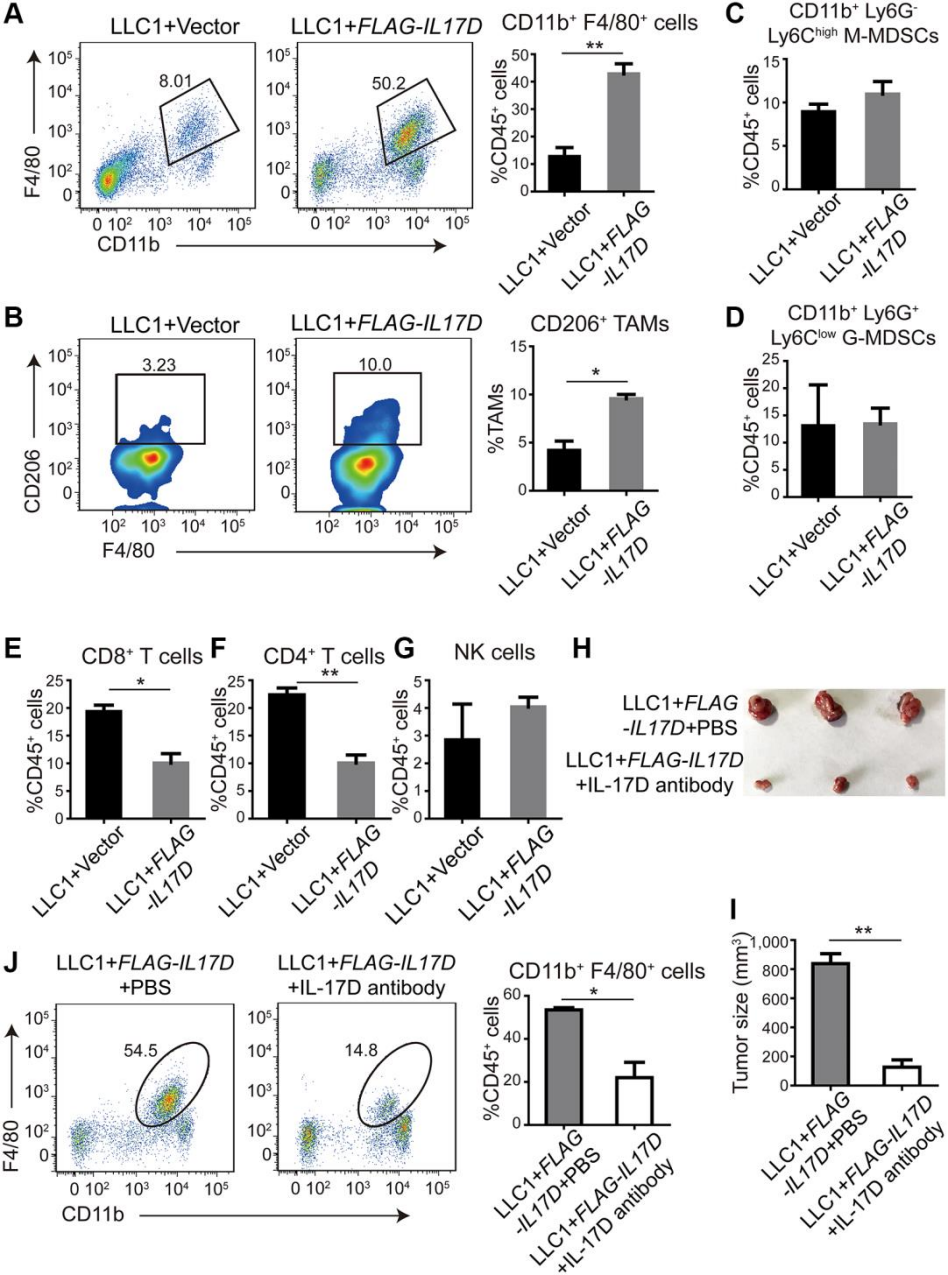
**IL-17D promotes infiltration of tumor-associated macrophages (TAMs).** (**A**) Representative flow cytometry profiles and percentages of TAMs in CD45+ TILs in subcutaneous tumors (*n* = 3). Mean ± SD. ^**^P < 0.01. (**B**) Representative flow cytometry profiles and percentages of CD206+ cells in CD11b+ F4/80+ cell populations in subcutaneous tumors (*n* = 2). Mean ± SD. ^*^P < 0.05. (**C** and **D**) Flow cytometric analysis and quantification of M-MDSCs (**C**) and G-MDSCs (**D**) in CD45+ TILs in subcutaneous tumors (*n* = 3). Mean ± SD. (**E**, **F**) Flow cytometric analysis and quantification of CD8+ T cells (**E**) and CD4+ T cells (**F**) in CD45+ TILs in subcutaneous tumors (*n* = 3). Mean ± SD. ^*^P < 0.05. ^**^P < 0.01. (**G**) Flow cytometric analysis and quantification of NK cells in CD45+ TILs in subcutaneous tumors (*n* = 3). Mean ± SD. (**H**) Images of subcutaneous tumors. (**I**) Subcutaneous tumor size was measured and compared. ^**^P < 0.01. (**J**) Representative flow cytometry profiles and percentages of TAMs in CD45+ TILs in subcutaneous tumors (*n* = 2). Mean ± SD. ^*^P < 0.05.

We next examined the expression of well-known genes related to macrophage recruitment and polarization, including *CCL2, CCL3, CCL4, CCL5, CSF1, CSF2* and *IL6* [15, 17, 18]. The mRNA expression of *CCL3, CCL4*, and *CSF1* was significantly upregulated in *IL17D*–expressing A549 cells compared with that in control cells (Figure 4A), whereas *IL17D* overexpression in the murine lung cancer cell line LLC1 increased *Ccl3, Ccl4*, and *Il6* expression (Figure 4B). ELISA assay showed that the release of CCL3 and CCL4 in the A549 cell supernatants was significantly elevated by IL-17D overexpression (Supplementary Figure 4). Consistently, *IL17D* knockdown in H1155 cells caused reciprocal changes in the expression of *CCL3, CCL4*, and *CSF1* compared with *IL17D* expression in A549 cells (Figure 4C), suggesting that IL-17D expression might generally induce macrophage recruitment– and polarization–related gene expression. Furtherly we performed a recruitment assay to confirm the effect of IL-17D on macrophage infiltration *in vitro*. As shown in Figure 4D, the recruitment of macrophages was significantly increased in *IL17D*–expressing LLC1 cells compared with that in control cells. These data indicate that IL-17D could induce tumor cells to express a series of TAM recruitment– and polarization–related genes and promote infiltration of TAMs in lung cancer.

**Figure 4:**
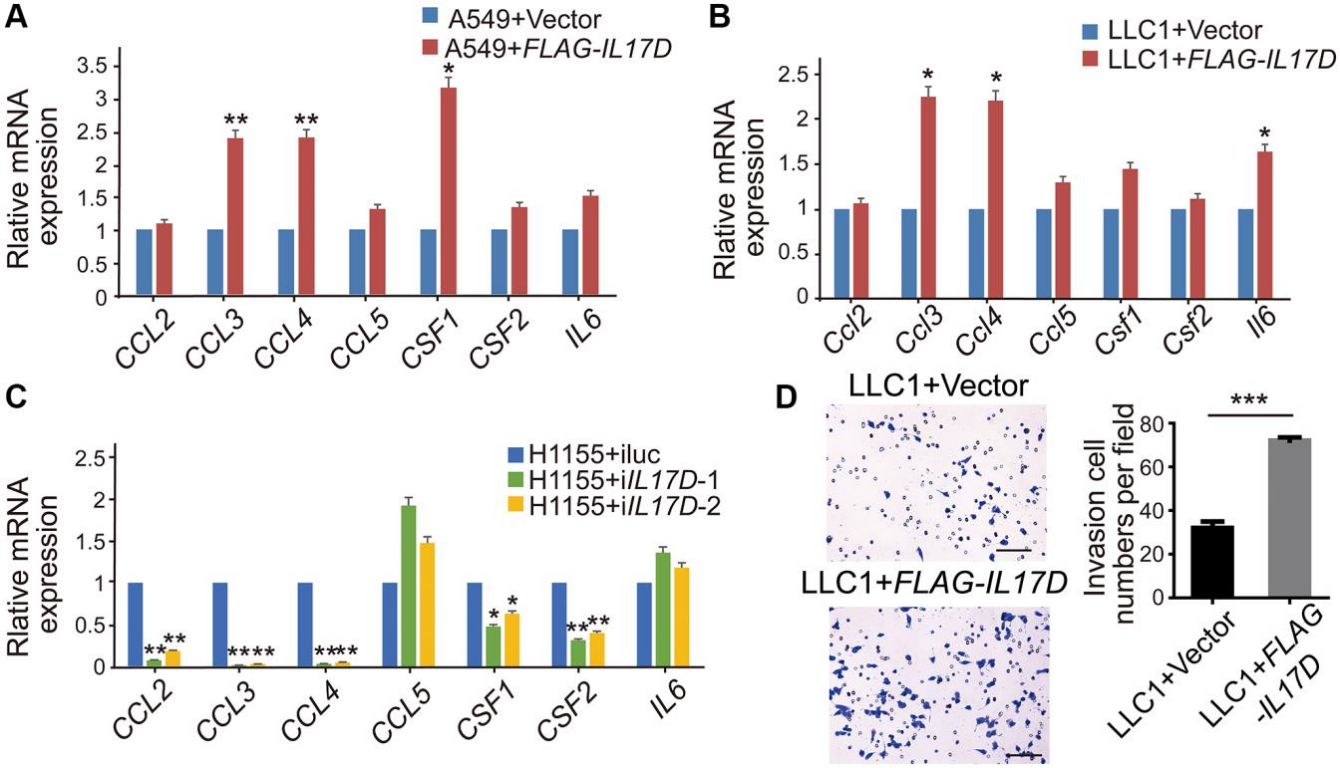
**IL-17D induces lung cancer cells to express a series of TAM recruitment– and polarization–related genes.** (**A**–**C**) The relative mRNA levels of genes related to macrophages recruitment and polarization was measured via quantitative real-time PCR. RNA was purified from A549 cells expressing IL-17D or empty vector (**A**), LLC1 cells expressing IL-17D or empty vector (**B**), and H1155 cells with knockdown of IL-17D or control (**C**). Mean ± SD. ^*^P < 0.05. ^**^P < 0.01. (**D**) Representative images and quantification of recruited macrophages. Mean ± SD. ^***^P < 0.001. Scale bars, 100 μm.

### IL-17D activates p38 MAPK signaling pathway in lung cancer

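A549 is a human lung carcinoma cell line. RNA was sequenced from A549 cells that carried a lentiviral vector with IL17D and from A549 cells that carried the empty vector (control), with 3 libraries in each group. The paper's text does not state whether the replicates of a group came from separate transductions or separate cultures. The authors deposited the number of reads counted on each gene in each library, without normalization. The aligner, the counting tool and the tool for differential expression are not named in the paper's text, and the methods and the sample labels name different Illumina sequencers. All genes in the authors' table have the coordinates of GENCODE release 29 (Ensembl 94) on the human genome build GRCh38. The counts on genes totalled 16250385, 14434394 and 16160804 in control replicates 1, 2 and 3, with a median of 16160804. In the IL17D-overexpressing replicates they totalled 16465522, 16521021 and 14319398, with a median of 16465522. Of the listed genes, 26362 had no count in any library. A count of 0 in 1 library allows up to 3 counts, which is 0.182 to 0.210 CPM (counts relative to the library's total, as edgeR's cpm gives them) depending on the library, and this limit covers counting error only. Counts were scaled by edgeR's TMM normalization, genes with few counts were removed by edgeR's filterByExpr, and each of the remaining 15754 genes was compared between the 3 IL17D-overexpressing and the 3 control libraries with edgeR's quasi-likelihood test. These genes held at least 99.8% of the counts of every library. The TMM factors lay between 0.997 and 1.00, and the biological coefficient of variation over all tested genes was 4.40%. Libraries of the same group differed by more than counting error, with a chi-square per degree of freedom of 2.19 to 3.40, and libraries of different groups differed more, with 4.97 to 6.54. IL17D, the overexpressed gene, is among the compared genes and raises the values between groups. The chi-square was not computed without it. These values therefore do not show that the other genes differed more between groups than within them. Correlations between libraries overlapped, with 0.9904 to 0.9912 within groups and 0.9886 to 0.9907 between groups.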

To better understand the molecular mechanisms by which IL-17D promotes TAM infiltration, we performed RNA-seq analyses of *IL17D*–overexpressing and control A549 cells. 

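The overexpressed gene separated the groups. IL17D (ENSG00000172458, chromosome 13 of GRCh38, 20702127 to 20723098) had 24, 18 and 34 counts in control replicates 1, 2 and 3 and 31274, 32155 and 26772 counts in the IL17D-overexpressing replicates. Its mean was 1.61 ± 0.450 CPM (SD, n = 3) in control cells and 1911 ± 40.6 CPM (SD, n = 3) in IL17D-overexpressing cells. The log2 fold change was 10.19 (adjusted p = 2.5e-47 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). DESeq2's Wald test on all genes with at least 1 count gave this change a standard error of 0.17. Across fits that each left out 1 library, edgeR's estimate ranged from 10.05 to 10.44. The volcano plot in Figure 5A prints its thresholds as an unadjusted p under 0.05 and a log2 fold change above 0.2 in size. At these thresholds, 405 genes were upregulated and 541 genes were downregulated in IL17D-overexpressing cells, 946 genes in total. The numbers moved most with the genes tested and the tool. The same test on all genes with at least 1 count called 664 genes upregulated and 782 downregulated, and DESeq2's Wald test on those genes called 267 upregulated and 308 downregulated. In edgeR's test, an unadjusted p under 0.05 was found for 1823 of the tested genes, where chance alone gives 788. DESeq2's Wald test gave 1211 on the same genes. On all genes with at least 1 count it gave 1086, against 1619 if all p-values there were spread evenly. Many of those genes have few counts and can hardly reach such a p, so 1619 is no measure of chance. In that setting, 575 genes passed the thresholds of Figure 5A. Other groupings of the libraries into 3 and 3 gave 185 to 304. At an adjusted p under 0.05 in edgeR's test, without a threshold on the fold change, 106 genes were upregulated and 143 downregulated. Without IL17D replicate 3, these numbers fell to 70 and 77. Apart from IL17D, the upregulated gene with the smallest p was TFPI2 (ENSG00000105825, chromosome 7, 93885396 to 93890991), which encodes an inhibitor of serine proteases. TFPI2 rose from 432 ± 1.52 CPM (SD, n = 3) to 610 ± 11.9 CPM (SD, n = 3), a log2 fold change of 0.50 (standard error 0.031, adjusted p = 7.4e-14 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The largest rise after IL17D, among genes with an adjusted p under 0.05, a mean of at least 1 CPM and no overlap between the groups, was that of NTS (ENSG00000133636, chromosome 12, 85874295 to 85882992), which encodes the peptide neurotensin. NTS had 6.90 ± 1.098 CPM (SD, n = 3) in control cells and 14.2 ± 2.78 CPM (SD, n = 3) in IL17D-overexpressing cells, with a log2 fold change of 1.04 (standard error 0.14, adjusted p = 9.9e-06 from the edgeR test). The downregulated gene with the smallest p was MUC5AC (ENSG00000215182, chromosome 11, 1157953 to 1201138), a mucin gene that fell from 138 ± 7.32 CPM (SD, n = 3) to 75.3 ± 3.52 CPM (SD, n = 3), a log2 fold change of -0.88 (standard error 0.049, adjusted p = 3.6e-15 from the edgeR test). AKR1C2 (ENSG00000151632, chromosome 10, 4987400 to 5018031), which encodes an aldo-keto reductase, fell from 2124 ± 78.6 CPM (SD, n = 3) to 1732 ± 18.3 CPM (SD, n = 3), a log2 fold change of -0.29 (standard error 0.027, adjusted p = 3.5e-09 from the edgeR test). Of the 31-base stretches in AKR1C2's transcripts, 48.2% also occur in other genes.

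**Figure D1:**
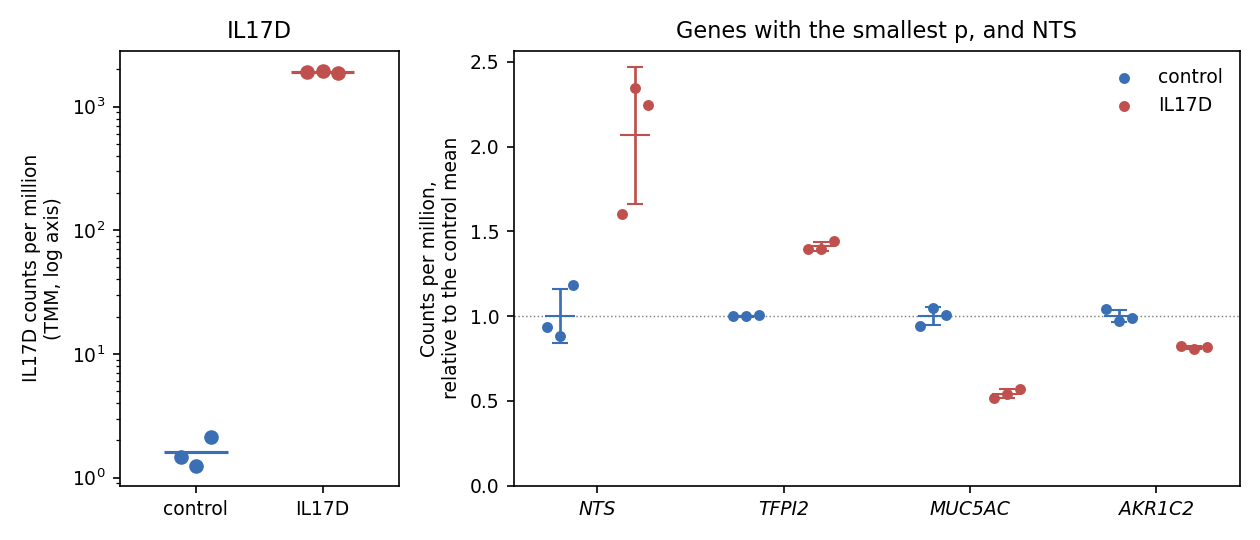
Left, IL17D in CPM on a log axis, 1 point per library with a line at the mean of each group. Right, CPM of NTS, TFPI2, MUC5AC and AKR1C2 divided by the mean of the control libraries, 1 point per library, with the mean ± SD of 3 libraries. NTS and TFPI2 lie above the control libraries in all 3 IL17D-overexpressing libraries, and MUC5AC and AKR1C2 lie below them.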

By comparing gene expression within each category, we identified 308 downregulated genes and 267 upregulated genes related to IL-17D overexpression (Figure 5A). KEGG pathway analysis revealed that these significantly altered genes were mostly enriched in IL-17 and MAPK signaling pathways (Figure 5B). 

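The KEGG gene sets themselves were not at hand, so the genes past the thresholds of Figure 5A were compared with hand-written lists of 94 IL-17 signaling genes and 296 MAPK signaling genes. The background was the 12800 tested genes annotated as protein coding, of which 764 were past the thresholds. Of the IL-17 signaling list, 65 genes were in the background and 13 were past the thresholds, where chance alone gives 3.88 (odds ratio 3.99, one-sided Fisher's exact test, p = 0.000101, adjusted over the 2 lists 0.000201). These were 8 upregulated genes and 5 downregulated genes. IL17D is 1 of the 13, and without it 12 of 64 genes remained (p = 0.000348 from the same exact test). Of the alternatives with this test, leaving out control replicate 2 weakened the result most, with 10 genes and p = 0.00376 from the exact test. Of the MAPK signaling list, 219 genes were in the background and 22 were past the thresholds, where chance alone gives 13.1 (odds ratio 1.78, one-sided Fisher's exact test, p = 0.0116, the same after adjustment over both lists), 11 in each direction. The lists share 24 tested genes, of which 1, MAPK13, was past the thresholds. Besides IL17D and MUC5AC, the IL-17 signaling genes with the smallest p were MAPK4, MUC5B and FOSL1. MAPK4 (ENSG00000141639, chromosome 18, 50560078 to 50731824) rose from 17.5 ± 1.54 CPM (SD, n = 3) to 24.8 ± 0.186 CPM (SD, n = 3), with an adjusted p of 0.00086 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. MUC5B (ENSG00000117983, chromosome 11, 1223066 to 1262172) fell from 66.1 ± 2.54 CPM to 53.2 ± 5.43 CPM (SD, n = 3 each; adjusted p = 0.0033 from the edgeR test). Without IL17D replicate 3, its adjusted p in edgeR's test was 0.074, at the upper end of a range from 6.1e-05 to 0.074 over all alternatives. FOSL1 (ENSG00000175592, chromosome 11, 65892049 to 65900573) rose from 44.9 ± 1.83 CPM to 54.1 ± 1.95 CPM (SD, n = 3 each; adjusted p = 0.011 from the edgeR test). Its adjusted p in edgeR's test was 0.072 without control replicate 2 and 0.092 without IL17D replicate 1, in a range from 0.0053 to 0.092 over all alternatives. In the MAPK signaling list, the smallest p was that of NR4A1 (ENSG00000123358, chromosome 12, 52022832 to 52059507), which rose from 40.3 ± 0.806 CPM to 54.9 ± 0.899 CPM (SD, n = 3 each; adjusted p = 9.2e-06 from the edgeR test). FGFR1, HSPA2, MYC and MAP3K14 followed, with log2 fold changes of 0.23, 0.29, 0.24 and 0.23 and adjusted p-values of 2.2e-05, 2.3e-05, 6.3e-05 and 0.0016 from the edgeR test. In each of these genes, all 3 IL17D-overexpressing libraries lay on one side of all 3 control libraries. From the enrichment of its altered genes, the paper concludes in its discussion that IL-17D overexpression influenced these pathways, and it went on to measure MAPK activation by western blotting.

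**Figure D2:**
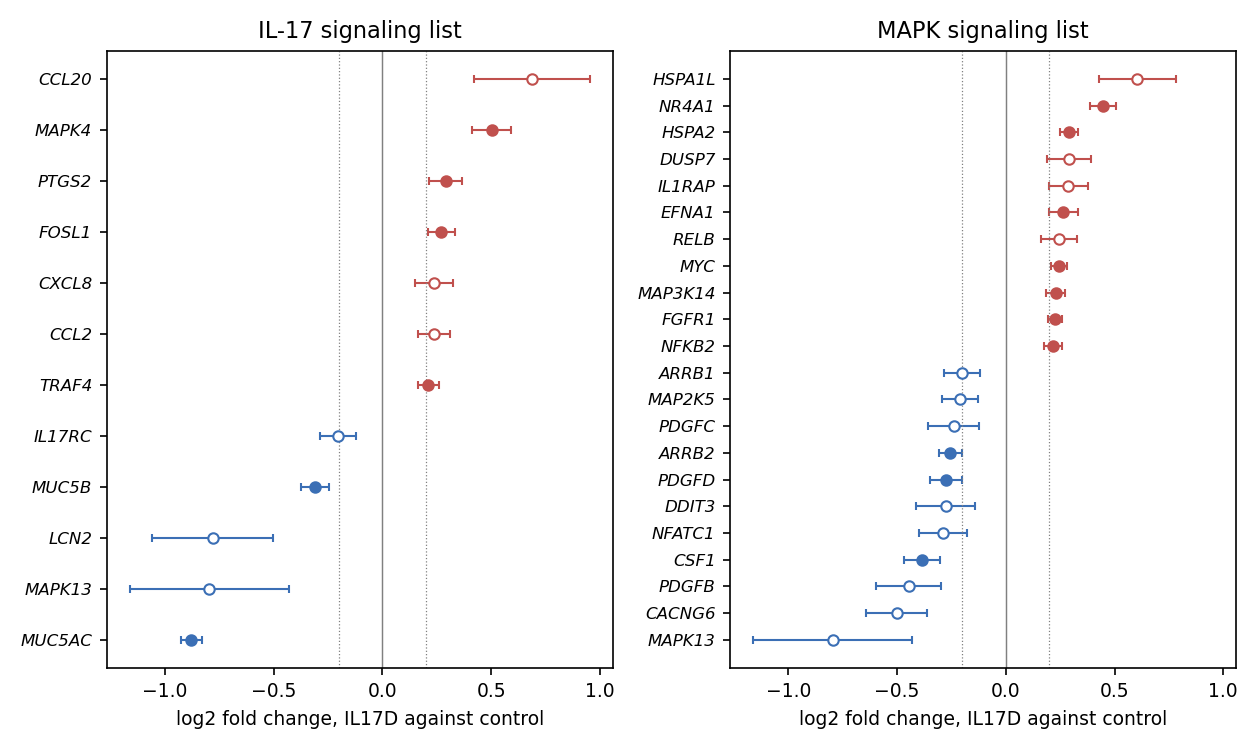
Log2 fold changes of the genes past the thresholds of Figure 5A in the IL-17 signaling list (left, without IL17D) and the MAPK signaling list (right). Points are edgeR estimates from 3 IL17D-overexpressing and 3 control libraries with bars of 1 standard error, filled where the adjusted p is under 0.05, and dotted lines mark a log2 fold change of 0.2 in either direction. Apart from IL17D, 7 genes of the IL-17 signaling list rose and 5 fell.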

Lysates of *IL17D*–overexpressing A549 and LLC1 cells were then analyzed for MAPK activation via western blotting using activation-specific antibodies. p38 MAPK phosphorylation was induced in *IL17D*–overexpressing A549 and LLC1 cells compared with that in control cells (Figure 5C), but IL-17D overexpression did not affect ERK MAPK phosphorylation in A549 cells (Supplementary Figure 5). Similarly, *IL17D* knockdown in H1155 cells resulted in decreased phosphorylation of p38 MAPK (Figure 5D). These data indicate that IL-17D activates the p38 MAPK signaling pathway in lung cancer cell lines.

**Figure 5:**
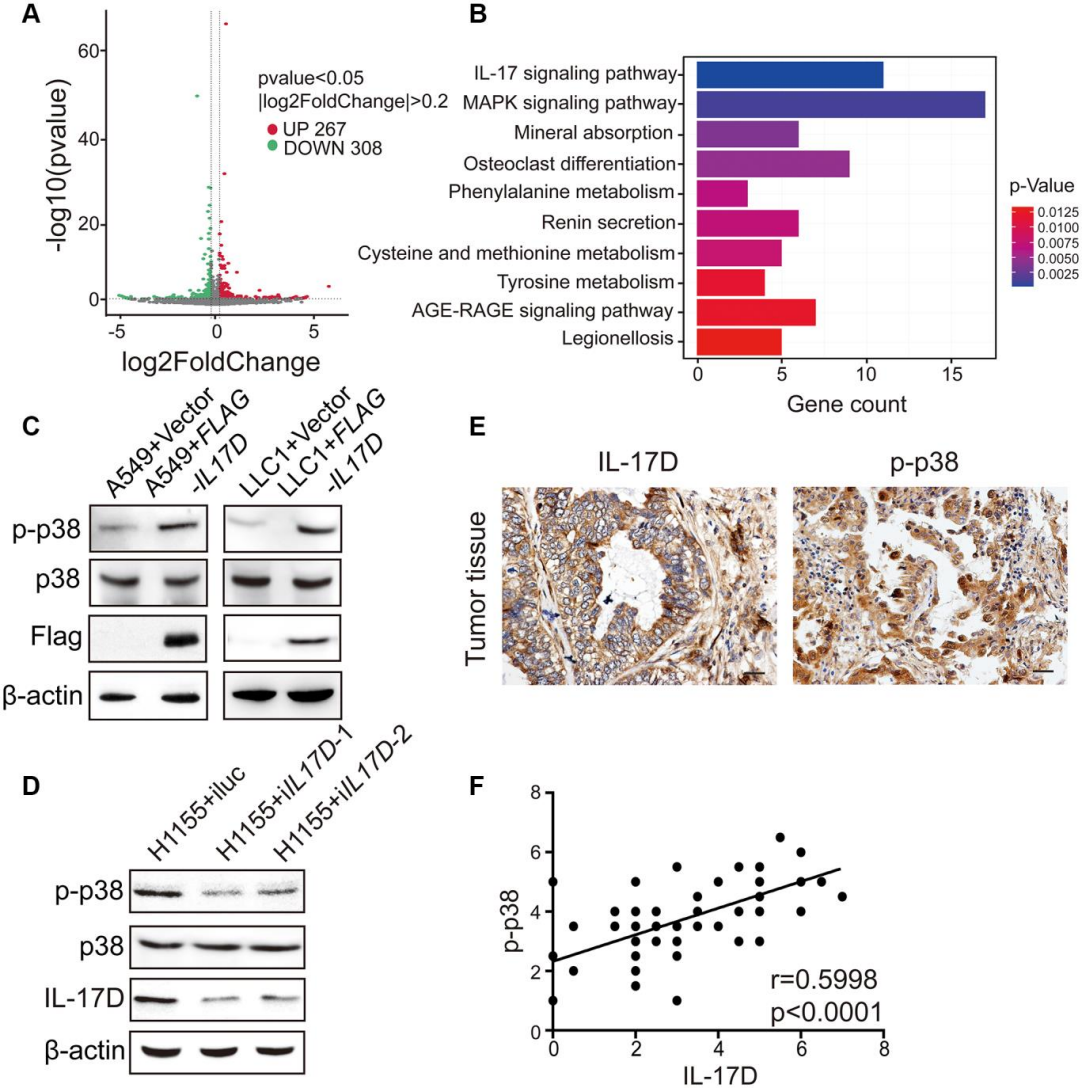
**IL-17D activates p38 MAPK signaling pathway in lung cancer.** (**A**) Volcano plot assessment of mRNA expression in A549 cells between IL-17D overexpression and control groups. (**B**) Significantly enriched KEGG pathways relative to differentially expressed mRNAs upon IL-17D overexpression. Y-axis represents pathways; X-axis represents the amount of the mRNAs enriched in KEGG pathways. (**C**) Immunoblots showing the expression of p38, p-p38, Flag and β-actin. Left, A549 cells were transduced with IL-17D or empty vector. Right, LLC1 cells were transduced with IL-17D or empty vector. (**D**) Immunoblots showing the expression of p38, p-p38, IL-17D and β-actin. H1155 cells were transduced with control or shRNAs against IL-17D. (**E**) Immunostaining of IL-17D and p-p38 in human lung cancer tissues. Scale bars are 20 μm. (**F**) Semiquantitative analysis of immunostaining revealed that IL-17D scores were associated with p-p38 scores (r = 0.5998, *P* < 0.0001).

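The genes that edgeR placed past the thresholds of the volcano plot had a median log2 fold change of 0.343 in size, 297 of them changed by more than 0.5 and 72 by more than 1. A mean of under 10 counts per library was found for 18 of these genes, of which 17 were among the 72. With DESeq2 on all genes with at least 1 count, 575 genes lay past the thresholds, with a median of 0.371 in size, and 119 changed by more than 1. Of the 575, 92 (16%) had a mean of under 10 counts, and all 92 were among the 119. An adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was found for 249 genes, with a median log2 fold change of 0.261 in size, and 11 of them changed by more than 1. Both criteria were met by 184 genes. The 3 IL17D-overexpressing libraries did not overlap the 3 control libraries for 15.8% of all tested genes, where chance alone gives 10%. Among edgeR's genes past the thresholds, those that changed by more than 1 had on average 26.3% of their 31-base stretches in common with other genes, against 12.1% for the others (permutation test with 100000 resamples, p = 2e-05).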

To evaluate the correlation between IL-17D and the activation of the p38 MAPK signaling pathway in individual primary lung cancer tissues, we used immunohistochemistry to study the expression levels of IL-17D and phosphorylated p38 (p-p38) in serial sections of lung cancer samples. As shown in Figure 5E, p-p38 was localized to both the cytoplasm and nucleus, albeit primarily in the nucleus. A highly significant positive correlation was observed between IL-17D and p-p38 expression (Figure 5F). These results indicate that IL-17D induces p38 MAPK phosphorylation and activity in lung cancer tissues.

### IL-17D promotes TAM infiltration via activation of the p38 MAPK signaling pathway in lung cancer

To assess whether IL-17D promotes TAM infiltration by inducing p38 MAPK activity in lung cancer, we first examined the effect of a p38 MAPK inhibitor on the expression of genes related to TAM recruitment and polarization. Treatment with the p38 inhibitor SB203580 (30 μM) significantly decreased the expression of CCL3, CCL4, and CSF1 in *IL17D*–overexpressing A549 cells (Figure 6A) and the expression of *Ccl3, Ccl4*, and *Il6* in *IL-17D*–overexpressing LLC1 cells (Figure 6B). Furthermore, SB203580 suppressed IL-17D induced TAM infiltration (Figure 6C and 6D). These data indicated that IL-17D promoted TAM infiltration by inducing p38 MAPK activity.

**Figure 6:**
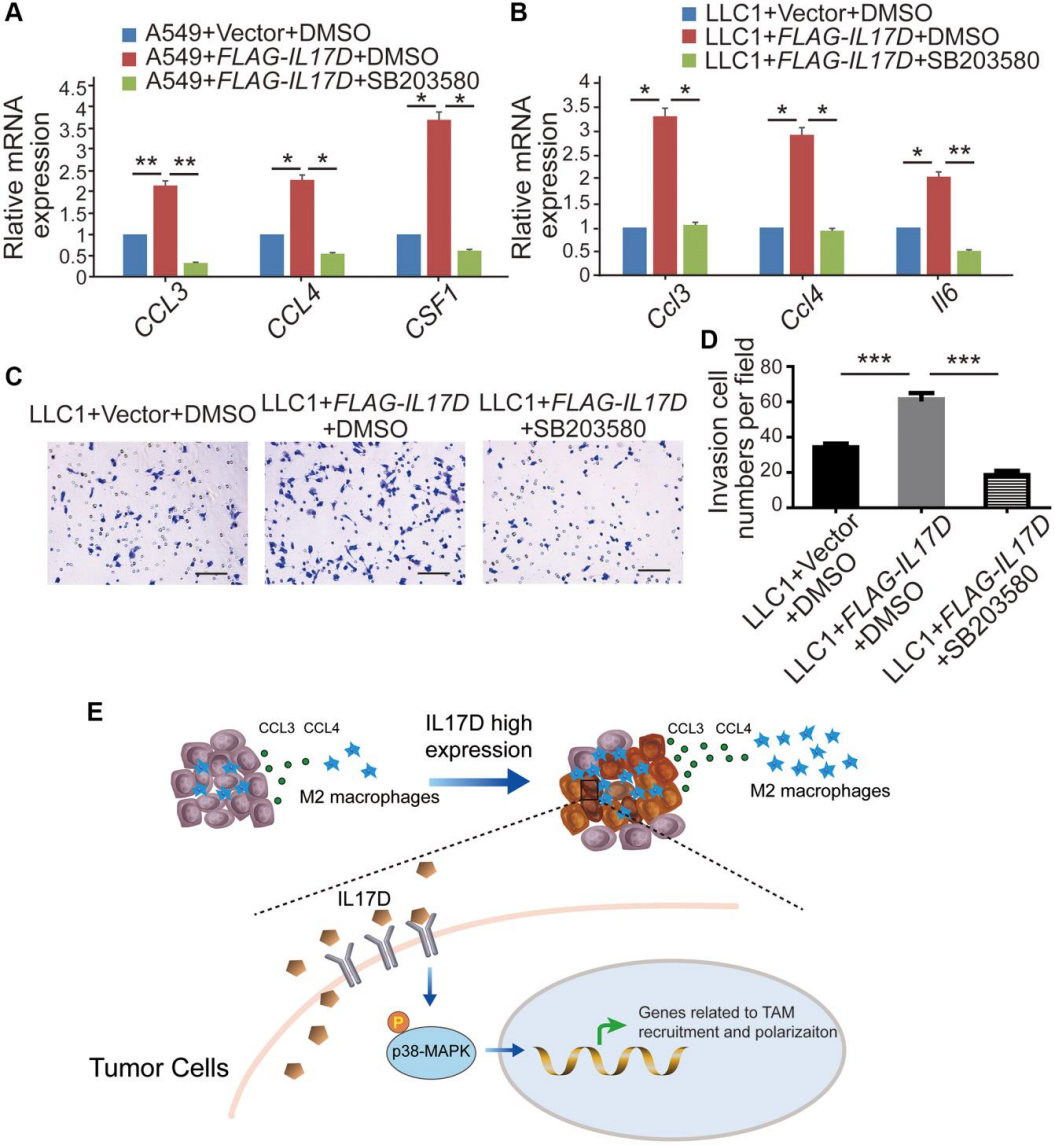
**IL-17D promotes TAM infiltration via the p38 MAPK signaling pathway in lung cancer.** (**A** and **B**) The relative mRNA levels of genes related to macrophages recruitment and polarization were measured via quantitative real-time polymerase chain reaction. RNA was purified from A549 cells expressing IL-17D treated with SB203580, IL-17D treated with DMSO, or empty vector treated with DMSO (**A**). RNA was purified from LLC1 cells expressing IL-17D treated with SB203580, IL-17D treated with DMSO, or empty vector treated with DMSO (**B**). Mean ± SD. ^*^P < 0.05. ^**^P < 0.01. (**C**) Representative images of recruited macrophages. Scale bars, 100 μm. (**D**) Quantification of recruited macrophages. Mean ± SD. ^***^P < 0.001. (**E**) Proposed model for mechanism of IL-17D inducing TAMs infiltration into the TME. High expression of IL-17D in lung cancer cells activates p38 MAPK signaling pathway through binding to receptor complexes of lung cancer cells, which upregulates TAM recruitment– and polarization–related genes expression and promotes infiltration of TAMs in lung cancer.

## DISCUSSION

The IL-17 cytokine family is involved in host defense against infection, inflammatory response, and cancer. Recent studies have shown that IL-17 promotes tumorigenesis in a wide range of organs, including the colon [19], liver [20], pancreas [21], lung [22], and skin [23, 24]. IL-17 promotes lung tumorigenesis via several different pathways, such as inducing MMP9 and MMP2 secretion to promote cancer cell invasion [25, 26], changing the expression of EMT-related markers [27], promoting CXCR-2-dependent angiogenesis [28], directly recruiting macrophages through IL-17 receptor A and IL-17 receptor C [29] and promoting M2 macrophage differentiation through COX-2/PGE2 pathway in the microenvironment of lung cancer [30]. IL-17D is a novel cytokine of the IL-17 family of cytokines whose function in lung cancer has not been elucidated. In this study, we found that aberrantly-expressed IL-17D was associated with lung cancer development and progression. IL-17D promoted primary tumor growth in a subcutaneous tumor model, whereas it did not affect lung cancer cell proliferation *in vitro*, indicating that IL-17D might promote tumorigenesis by influencing the tumor immune microenvironment.

To study the function of IL-17D in the TME, we used flow cytometry and discovered that IL-17D significantly increased the infiltration of TAMs into the TME. TAMs in lung cancer, as the most abundant immune cell component of TME, promote cancer proliferation, epithelial-mesenchymal transition, invasion, and metastasis [31], contributing to tumor development and exhibiting many characteristics of M2 macrophages. A previous study revealed that increased M2 macrophages are an important feature of SCLC [32], consistent with the high expression of IL-17D in SCLC. TAM-secreted IL-10 blunts CD8^+^ T cell responses and NK cell cytotoxicity by inhibiting DC production of IL-12 [33, 34]. In this study, IL-17D overexpression in a subcutaneous tumor model significantly inhibited CD8^+^ T cell infiltration. A previous report showed that IL-17D promotes the recruitment of NK cells through activating endothelial cells [11]. Our study indicated that IL-17D overexpression in subcutaneous tumor model of lung cancer exhibited a similar level of NK cells as control tumor. Furthermore, we found that a series of genes related to TAM recruitment and polarization, including *CCL3, CCL4, CSF1*, and *IL6*, were significantly upregulated by IL-17D. *CCL3* and *CCL4* are well-known chemotactic factors influencing tumor macrophage populations [18]. *CSF1* is expressed in multiple tumors and can recruit and induce immunosuppressive TAMs by binding and activating CSF1R to support tumorigenesis [35]. IL6, a pro-inflammatory cytokine produced by various cell types, promotes tumor progression by inducing the transformation of monocytes to the M2 phenotype [36]. We found that *CCL3, CCL4*, and *CSF1* were significantly upregulated in *IL17D*–expressing human lung cancer cells, whereas *Ccl3, Ccl4*, and *Il6* were induced in *IL17D*–expressing murine lung cancer cells. Huang et al. found that IL-17D could bind to CD93, a glycoprotein expressed on mature group 3 innate lymphoid cells (ILC3s), which regulates ILC3 maturation [37]. CD93 is expressed by various cells, including endothelial cells, myeloid cells, and even tumor cells in scRNA-seq dataset (GSE148071). These suggest that IL-17D might regulates lung cancer cells producing cytokines through CD93 on lung cancer cells, which indirectly leads to TAM infiltration. However, the detailed molecular mechanism of IL-17D-CD93 axis in myeloid, endothelial cells and tumor cells needs to be further demonstrated.

Analysis of the RNA-seq data revealed that IL-17D overexpression significantly influenced IL-17 and MAPK signaling pathways. 

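The direction of the gene lists was tested over all of their genes, without thresholds, by limma's camera with a preset correlation of 0.01 between genes, with Benjamini-Hochberg adjustment over 10 lists. The tested genes of the IL-17 signaling list had a median log2 fold change of 0.027, with 38 higher and 27 lower in IL17D-overexpressing cells (adjusted p = 0.0448 from camera). This result of the direction test rests on IL17D. The 64 other genes, tested without it only after the results had been seen, did not pass (adjusted p = 0.207 from camera). The over-representation of the list among the altered genes does not rest on IL17D (p = 0.000348 without it from the one-sided Fisher's exact test). The tested genes of the MAPK signaling list had a median of 0.0074, with 118 higher and 101 lower, and the list did not pass the test (adjusted p = 0.215 from camera). A test of direction sets genes that rose against genes that fell, and 11 genes past the thresholds rose and 11 fell. The mixed test of fry, which ignores direction, gave an unadjusted p of 7.6e-08 for this list. It also gave 7.3e-07 for the integrated stress response list, which camera did not call, so it does not single out MAPK signaling. A list of 25 tested immediate early and AP-1 genes had a median of 0.21, with 24 genes higher (adjusted p = 1.8e-19 from camera). A list of 18 genes transcribed in response to ERK activity had a median of 0.079, with 15 genes higher (adjusted p = 0.000178 from camera). It has 3 tested genes in common with the immediate early list and was not tested without them. By western blotting, the paper saw no change of ERK phosphorylation in A549 cells, and RNA counts do not measure phosphorylation. Of the 37 genes of a proliferation list, 20 were higher and the median was 0.024 (adjusted p = 0.0949 from camera). Over the 10 lists, camera called 6, namely 3 higher and 3 lower, of which 5 also passed with limma's fry and 3 with a correlation estimated from the data. The IL-17 signaling and ERK output lists passed with fry (adjusted p = 0.0289 and 0.0212) and did not pass with the estimated correlation (adjusted p = 0.255 and 0.0510 from camera). Without IL17D, the IL-17 signaling list did not pass with fry either (adjusted p = 0.398), which leaves 5 lists called by camera, of which 4 passed with fry.

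**Figure D3:**
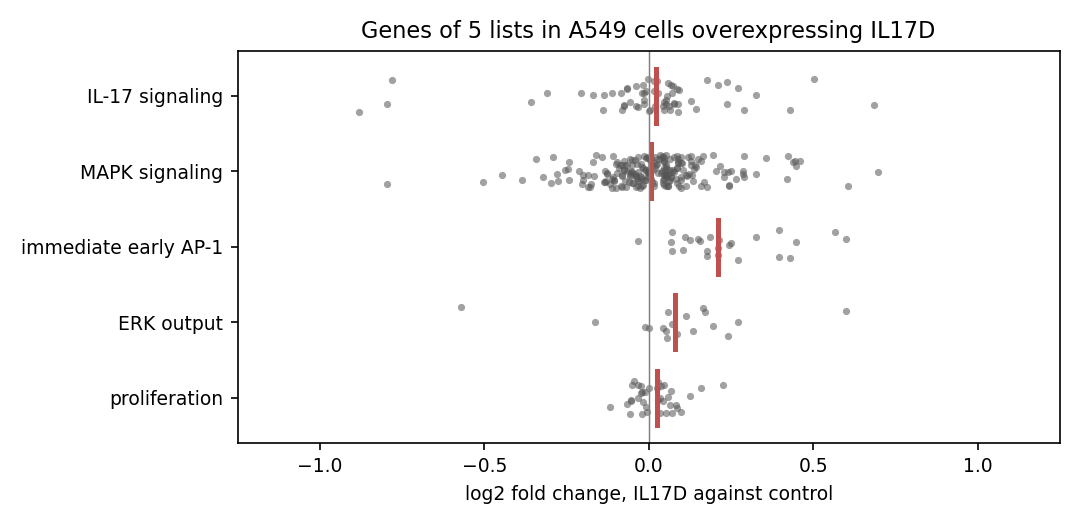
Log2 fold change between IL17D-overexpressing and control cells of each tested gene of 5 lists, 1 grey point per gene, with a red bar at the median of the list. IL17D is left out of the IL-17 signaling list, whose median is then 0.022, and 24 of the 25 immediate early AP-1 genes lie above 0.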

Previous studies have shown that the IL-17 family members IL-17A and IL-17F can induce chemokine production in endothelial cells via the MAPK pathway [38]. There are three different MAPK signaling modules that mediate extracellular signals into the nucleus: ERK, JNK, and p38 kinase [39]. These MAPK signaling modules are known to play a central role in a variety of cellular activities, ranging from cell survival to cytokine expression. ERK activation can upregulate cyclin D1 expression, thereby enhancing the cell cycle [40, 41]. The JNK pathway is involved in both apoptosis and survival signaling [42], whereas p38 activation is linked to pro-inflammatory cytokine production [43]. In the current study, IL-17D overexpression in lung cancer cells did not affect ERK activation, which is consistent with the lack of change in cell proliferation between IL-17D–expressing lung cancer and control cells. We observed an increase in the phosphorylation of p38 in *IL17D*–expressing A549 cells and LLC1 cells, and a reciprocal change in the phosphorylation of p38 in H1155 cells with knockdown of *IL17D*. We also found the IL-17D induced the expression of *CCL3, CCL4, CSF1*, and *IL6*, and macrophage infiltration was significantly suppressed by SB203580. These data indicate that IL-17D promotes TAM infiltration in a manner dependent on p38 MAPK activity.

Taken together, we propose a model regarding the role of IL-17D inducing TAM infiltration into TME. High expression of IL-17D in lung cancer cells activates p38 MAPK signaling pathway through binding to receptor complexes of lung cancer cells. The expression of genes related to TAM recruitment and polarization is significantly upregulated in the lung cancer cells with high expression of IL-17D, which finally promotes TAM infiltration (Figure 6E). Our study provides a rationale for understanding the function of IL-17D in tumor progression and suggests that targeting IL-17D and blocking p38 MAPK activity may be a new strategy for the treatment of lung cancer.

## MATERIALS AND METHODS

### Cell culture

Human bronchial epithelial cells (HBECs) immortalized with hTERT and CDK4 were obtained from Dr. Jerry Shay (UT Southwestern Medical Center, Dallas, TX, USA) in 2008. A549, H460, HCC827, H1155, H69, H526, H82, and mouse-derived Lewis lung carcinoma (LLC1) cell lines were obtained from the American Type Culture Collection (Manassas, VA, USA). RAW264.7 cells were purchased from Shanghai Zhong Qiao Xin Zhou Biotechnology Co., Ltd. (Shanghai, China). HBECs were maintained in serum-free keratinocyte medium (Gibco, Carlsbad, CA, USA). A549, H460, HCC827, H69, H526, and H82 cells were maintained in Roswell Park Memorial Institute 1640 medium (Biological Industries, Beit Haemek, Israel) supplemented with 10% fetal bovine serum (FBS, Biological Industries, Beit Haemek, Israel). H1155, LLC1 and RAW264.7 cells were maintained in Dulbecco’s modified Eagle medium (DMEM, Biological Industries, Beit Haemek, Israel) supplemented with 10% FBS. The cells were maintained in an incubator at 37°C in a humidified atmosphere containing 5% CO_2_.

### RNA-seq data

*IL-17D* gene expression was evaluated using NCBI Gene Expression Omnibus (GEO) datasets from studies comparing a large set of lung cancer cell lines (GSE32036) [13, 14] and human clinical sample-derived non-small cell lung carcinoma (NSCLC) cell lines vs. transformed small cell lung carcinoma (SCLC) cell lines (GSE64322) [44]. We analyzed this expression data using hierarchical clustering. Expression variability was assessed in The Cancer Genome Atlas studies of various cancer types.

### Sing-cell RNA-seq (scRNA-seq) analysis

The published data used for our analysis was obtained from the NCBI GEO database accession code GSE148071 [45]. The processed scRNA-seq expression matrix was downloaded for our analysis. Cells that had either lower than 200 or higher than 5000 expressed genes were removed. And cells with more than 30,000 UMIs and mitochondria content higher than 30% were discarded. A total of 89,612 cells were obtained for the downstream analysis. Seurat suite version 3.1 was used to perform cell clustering. Resolution 0.8 were used with FindClusters function to generate 38 cell clusters. 11 major cell types were identified by the differentially expressed genes (DEGs) of each cluster. To assign the 11 major cell types to each cluster, we scored each cluster by the normalized expressions of the marker genes selected by the researchers: Epithelial cells (*CAPS*, *SNTN*), Myeloid cells (*CD14*), Fibroblasts (*COL1A1*), T cells (*CD2*), B cells (*CD79A*), Alveolar cells (*CLDN18*), Neutrophils (*CSF3R*), Endothelial cells (*PECAM1*), Mast cells (*TPSB2*), Follicular dendritic cells (*FDCSP*). Cancer cell clusters were negative for normal lung epithelial markers and positive for *EPCAM*. The final results were visualized after the dimension reduction of UMAP (Uniform Manifold Approximation and Projection). Differentially expressed genes were identified using a Wilcoxon Rank Sum test by function FindMarkers of Seurat.

### Western blotting

Cells were lysed in RIPA buffer containing a phosphatase inhibitor (Solarbio, Beijing, China). The protein sample lysate was separated using a 10% sodium dodecyl sulfate (SDS)-polyacrylamide gel and transferred to a polyvinylidene fluoride membrane (Pall, Port Washington, NY, USA). Membranes were then immunoblotted with the following primary antibodies: anti-β-actin (Sigma-Aldrich, St. Louis, MO, USA, MAB1501, 1:5000), anti-FLAG (Sigma-Aldrich, F3165, 1:5000), anti-IL-17D (Abcam, Cambridge, UK, ab77185, 1:1000), anti-p38 MAPK (Cell Signaling Technology, CST, Danvers MA, USA, 9212, 1:1000), anti-Phospho-p38 MAPK (CST, 4511, 1:1000), anti-ERK (CST, 4695, 1:1000), anti-Phospho-ERK (CST, 4370, 1:1000). Proteins were visualized using Immobilon Western Chemiluminescent HRP substrate (Millipore, Burlington, MA, USA).

### Enzyme linked immunosorbent assay (ELISA)

The IL-17D, CCL3 and CCL4 levels were measured by enzyme-linked immunosorbent assay. Supernatant was harvested after 48 hours and centrifuged at 500g for 5 minutes at 4°C to pellet cells and debris. IL-17D concentrations were detected using Jiangsu Jingmei ELISA kit (JM-5561H2) according to the manufacturer’s instructions. CCL3 and CCL4 were measured using indicated ELISA kits obtained from MultiSciences (Hangzhou, China) (Human CCL3/MIP-1α ELISA Kit, EK161; Human CCL4/MIP-1β ELISA Kit, EK162) according to the manufacturer’s instructions. Absorbance was measured with a microplate reader at 450 nm wavelength to calculate the concentration of IL-17D, CCL3 and CCL4 in the sample.

### Immunohistochemical analysis

Lung cancer tissues were obtained from the Tianjin Medical University Cancer Institute and Hospital in China. The samples were fixed in 4% paraformaldehyde at 4°C overnight and embedded in paraffin. Paraffin blocks were cut into 5 μm sections, immunostained with antibodies against IL-17D (MyBioSource, San Diego, CA, USA. MBS9412960, 1:100) and Phospho-p38 MAPK (Thr180/Tyr182) (CST, 4511, 1:800), and processed following the standard protocol for DAB staining [46, 47]. The use of all human lung cancer tissues and clinical data was approved by the institutional review board of Tianjin Medical University. Informed consent was obtained in accordance with the principles of the Declaration of Helsinki. The samples were identified prior to analysis.

### Lentiviral transfection

H82 cDNA was used to amplify the full-length IL-17D open reading frame (ORF). *IL17D* was ligated into the lentiviral shuttle pCCL.PPT.hPGK.IRES.GFP/pre. DNA Oligos encoding an shRNA specific for IL-17D were ligated into pCCL.PPT.hPGK.GFP.Wpre vector. The primer sequences for the IL-17D ORF and the shRNA sequences targeting *IL17D* are listed in Supplementary Table 1.

These plasmids were used to produce lentivirus in HEK293T cells at a density of 80% in 100 mm dishes. Polyethylenimine (Polysciences, Warrington, PA, USA) was used as a transfection reagent, at a dosage one-third that of the plasmid.

### Cell proliferation assay

Cells (1 × 10^4^) were seeded into 96-well plates. Following incubation for 24 h at 37°C, a Cell Proliferation ELISA, BrdU (colorimetric) kit (Roche, Dublin, Ireland), was used to detect proliferation according to the manufacturer’s protocol [48].

### Expression profiling

Total RNA was isolated from exIL-17D and empty vector A549 cells using TRIzol (Invitrogen, Carlsbad, CA, USA) and sequenced using an Illumina HiSeq 2500 from Beijing Novogene Corporation. Functional profiling of *IL-17D*-related genes was performed using clusterProfiler and The Database for Annotation, Visualization, and Integrated Discovery (DAVID) based on the biological pathways from the Kyoto Encyclopedia of Genes and Genomes (KEGG) databases [49, 50].

### Invasion assay

Cells (2 × 10^5^) were plated without serum on 8 μm pore size Transwell filters (Corning, Corning NY, USA), coated with 20% growth factor–reduced Matrigel. Complete medium was placed in the bottom chambers as a chemoattractant. The chambers were incubated for 24 h at 37°C and 5% CO_2_. The migrated cells on the undersides of the filter membrane were fixed in 4% paraformaldehyde for 15 min at room temperature and stained with 0.5% crystal violet for 10 min. After washing the chambers three times in PBS, the cells at the top of the Matrigel membrane were removed using a cotton swab. The migrated cells were then counted under a light microscope.

### Wound healing assay

Cells were seeded into 6-well plates, incubated to achieve 90% confluence, and then scratched with a sterile 200 μL pipette tip. After rinsing with phosphate-buffered saline, cells were cultured in medium for 24 h at 37°C. Cell migration was observed and measured under a light microscope.

### Subcutaneous mouse models

Female C57BL/6 mice (6–8 weeks old) were obtained from Nanjing Biomedicine Research Institution (Nanjing, China). Tumor cell lines were harvested and subcutaneously injected into the right inguinal region of wild-type mice at a density of 1 × 10^6^ cells/mouse. Tumor size was measured every 3–4 days with a caliper and calculated according to the following formula: size = (π × length × width^2^)/6. The tumors were surgically removed 15 days after injection, and tumor weight was measured immediately. The experiment was repeated three times.

C57BL/6 mice were injected subcutaneously in the right inguinal region with 100 μL of anti-IL-17D polyclonal antibody (10 μg/mL, diluted with PBS) and PBS (control) every 4 days for 2 weeks, starting 2 days before the subcutaneous injection of IL-17D–overexpressing LLC1 cells. The tumors were surgically removed 13 days after injection of LLC1 cells. Tumor size was measured using a caliper and calculated.

### Tumor dissociation and cell isolation

Tumors were excised on day 15 after transplantation, cut into small pieces, and incubated in dissociation solution with 5 μg/mL collagenase type I (Sigma-Aldrich, St. Louis, MO, USA), 5 μg/mL hyaluronidase (Sigma-Aldrich), and 5 μg/mL DNase (Sigma-Aldrich). The solution was pipetted every 10 min during the incubation, and the suspension was dispersed through a 70 μm cell strainer. To identify cells from tumors, single-cell suspensions were stained with antibodies (BioLegend, San Diego, CA, USA). Live/dead cell discrimination was performed using Fixable Viability Stain 520 (Becton Dickinson and Company). Macrophages (CD45^+^ CD11b^+^ F4/80^+^ CD206^+^), monocytic-myeloid-derived suppressor cells (M-MDSCs, CD45^+^ CD11b^+^ ly6G^-^ ly6C^high^), granulocytic-myeloid-derived suppressor cells (G-MDSCs, CD45^+^ CD11b^+^ ly6G^+^ ly6C^low^), and T cells (CD45^+^ CD3^+^ CD4^+^ CD8^+^) were sorted using a BD FACSCanto II flow cytometer (Becton Dickinson and Company, Franklin Lakes, NJ, USA).

### Quantitative real-time PCR

Total RNA was isolated using TRIzol reagent (Invitrogen) according to the manufacturer’s instructions. cDNA was synthesized from 2 μg of total RNA using a cDNA Reverse Transcription Kit (Thermo Fisher Scientific, Waltham MA, USA). The target mRNA levels of cDNA were assessed by quantitative real-time PCR with SYBR Green PCR master Mix (DBI) in an ABI Prism 7900 system. We calculated the relative mRNA levels normalized to human GAPDH levels in the same samples. The primers used in this study are listed in Supplementary Table 1.

### Recruitment assays

RAW264.7 cells (1 × 10^5^) in DMEM medium were seeded into the upper chamber of 24-well Transwell inserts (8 μm pore size; Corning). Concentrated LLC1 supernatant containing chemoattractant was added to the lower chambers. Cells were incubated for 5 h in 5% CO_2_ at 37°C. The cells that migrated and attached to the lower surface of the Transwell membrane were fixed in 4% paraformaldehyde and stained with 0.5% crystal violet. After washing the chambers three times in PBS, the cells at the top of the membrane were removed using a cotton swab. Cells in five random fields were counted using a phase-contrast microscope (200× magnification) to analyze the migration rate.

### p38 MAPK inhibition

Cells (1 × 10^6^) were seeded in 6-well plates and treated with SB203580 (30 μM, MCE) at 37°C in 5% CO_2_. After 24 h, the cells were harvested for immunoblotting and qRT-PCR assays. For recruitment assays, cells were seeded in 100 mm plates and treated with DMSO or SB203580 in serum-free medium. After 12 h, the supernatant was collected and concentrated by centrifugation at 4000 rpm for 20 min using a Microsep 3 K Omega centrifugal filter (Pall). The supernatant was used in the recruitment assay.

### Statistical analysis

Data analysis was performed using the SPSS software v19.0. Kaplan-Meier analysis was used to compared overall survival and differences in survival were determined by the log-rank test. One-way analysis of variance and Student’s *t*-test were used for comparisons of means between groups, and Spearman's rho was used for correlation analysis. *P* < 0.05 was considered to be significant.

### Data availability

The RNA-seq data generated in this study were deposited in the GEO database (https://www.ncbi.nlm.nih.gov/geo/) under accession number GSE191111.

## Supplementary Materials

Supplementary Figures

Supplementary Table 1

## References

[1] Schreiber RD, Old LJ, Smyth MJ. Cancer immunoediting: integrating immunity's roles in cancer suppression and promotion. Science. 2011; 331:1565–70. 10.1126/science.120348621436444

[2] O'Donnell JS, Teng MWL, Smyth MJ. Cancer immunoediting and resistance to T cell-based immunotherapy. Nat Rev Clin Oncol. 2019; 16:151–67. 10.1038/s41571-018-0142-830523282

[3] Zitvogel L, Tesniere A, Kroemer G. Cancer despite immunosurveillance: immunoselection and immunosubversion. Nat Rev Immunol. 2006; 6:715–27. 10.1038/nri193616977338

[4] McGeachy MJ, Cua DJ, Gaffen SL. The IL-17 Family of Cytokines in Health and Disease. Immunity. 2019; 50:892–906. 10.1016/j.immuni.2019.03.02130995505PMC6474359

[5] Miossec P, Kolls JK. Targeting IL-17 and TH17 cells in chronic inflammation. Nat Rev Drug Discov. 2012; 11:763–76. 10.1038/nrd379423023676

[6] Blauvelt A, Chiricozzi A. The Immunologic Role of IL-17 in Psoriasis and Psoriatic Arthritis Pathogenesis. Clin Rev Allergy Immunol. 2018; 55:379–90. 10.1007/s12016-018-8702-330109481PMC6244934

[7] Ruiz de Morales JMG, Puig L, Daudén E, Cañete JD, Pablos JL, Martín AO, Juanatey CG, Adán A, Montalbán X, Borruel N, Ortí G, Holgado-Martín E, García-Vidal C, et al. Critical role of interleukin (IL)-17 in inflammatory and immune disorders: An updated review of the evidence focusing in controversies. Autoimmun Rev. 2020; 19:102429. 10.1016/j.autrev.2019.10242931734402

[8] Liu X, Sun S, Liu D. IL-17D: A Less Studied Cytokine of IL-17 Family. Int Arch Allergy Immunol. 2020; 181:618–23. 10.1159/00050825532516792

[9] Fagerberg L, Hallström BM, Oksvold P, Kampf C, Djureinovic D, Odeberg J, Habuka M, Tahmasebpoor S, Danielsson A, Edlund K, Asplund A, Sjöstedt E, Lundberg E, et al. Analysis of the human tissue-specific expression by genome-wide integration of transcriptomics and antibody-based proteomics. Mol Cell Proteomics. 2014; 13:397–406. 10.1074/mcp.M113.03560024309898PMC3916642

[10] Starnes T, Broxmeyer HE, Robertson MJ, Hromas R. Cutting edge: IL-17D, a novel member of the IL-17 family, stimulates cytokine production and inhibits hemopoiesis. J Immunol. 2002; 169:642–6. 10.4049/jimmunol.169.2.64212097364

[11] O'Sullivan T, Saddawi-Konefka R, Gross E, Tran M, Mayfield SP, Ikeda H, Bui JD. Interleukin-17D mediates tumor rejection through recruitment of natural killer cells. Cell Rep. 2014; 7:989–98. 10.1016/j.celrep.2014.03.07324794441PMC4084720

[12] Lee Y, Clinton J, Yao C, Chang SH. Interleukin-17D Promotes Pathogenicity During Infection by Suppressing CD8 T Cell Activity. Front Immunol. 2019; 10:1172. 10.3389/fimmu.2019.0117231244826PMC6562898

[13] Byers LA, Diao L, Wang J, Saintigny P, Girard L, Peyton M, Shen L, Fan Y, Giri U, Tumula PK, Nilsson MB, Gudikote J, Tran H, et al. An epithelial-mesenchymal transition gene signature predicts resistance to EGFR and PI3K inhibitors and identifies Axl as a therapeutic target for overcoming EGFR inhibitor resistance. Clin Cancer Res. 2013; 19:279–90. 10.1158/1078-0432.CCR-12-155823091115PMC3567921

[14] Schuster K, Venkateswaran N, Rabellino A, Girard L, Peña-Llopis S, Scaglioni PP. Nullifying the CDKN2AB locus promotes mutant K-ras lung tumorigenesis. Mol Cancer Res. 2014; 12:912–23. 10.1158/1541-7786.MCR-13-0620-T24618618PMC4058359

[15] Zhou K, Cheng T, Zhan J, Peng X, Zhang Y, Wen J, Chen X, Ying M. Targeting tumor-associated macrophages in the tumor microenvironment. Oncol Lett. 2020; 20:234. 10.3892/ol.2020.1209732968456PMC7500051

[16] Tobin RP, Jordan KR, Kapoor P, Spongberg E, Davis D, Vorwald VM, Couts KL, Gao D, Smith DE, Borgers JSW, Robinson S, Amato C, Gonzalez R, et al. IL-6 and IL-8 Are Linked With Myeloid-Derived Suppressor Cell Accumulation and Correlate With Poor Clinical Outcomes in Melanoma Patients. Front Oncol. 2019; 9:1223. 10.3389/fonc.2019.0122331781510PMC6857649

[17] Ruffolo LI, Jackson KM, Kuhlers PC, Dale BS, Figueroa Guilliani NM, Ullman NA, Burchard PR, Qin SS, Juviler PG, Keilson JM, Morrison AB, Georger M, Jewell R, et al. GM-CSF drives myelopoiesis, recruitment and polarisation of tumour-associated macrophages in cholangiocarcinoma and systemic blockade facilitates antitumour immunity. Gut. 2022; 71:1386–98. 10.1136/gutjnl-2021-32410934413131PMC8857285

[18] Ruytinx P, Proost P, Van Damme J, Struyf S. Chemokine-Induced Macrophage Polarization in Inflammatory Conditions. Front Immunol. 2018; 9:1930. 10.3389/fimmu.2018.0193030245686PMC6137099

[19] Wang K, Kim MK, Di Caro G, Wong J, Shalapour S, Wan J, Zhang W, Zhong Z, Sanchez-Lopez E, Wu LW, Taniguchi K, Feng Y, Fearon E, et al. Interleukin-17 receptor a signaling in transformed enterocytes promotes early colorectal tumorigenesis. Immunity. 2014; 41:1052–63. 10.1016/j.immuni.2014.11.00925526314PMC4272447

[20] Ma S, Cheng Q, Cai Y, Gong H, Wu Y, Yu X, Shi L, Wu D, Dong C, Liu H. IL-17A produced by γδ T cells promotes tumor growth in hepatocellular carcinoma. Cancer Res. 2014; 74:1969–82. 10.1158/0008-5472.CAN-13-253424525743

[21] McAllister F, Bailey JM, Alsina J, Nirschl CJ, Sharma R, Fan H, Rattigan Y, Roeser JC, Lankapalli RH, Zhang H, Jaffee EM, Drake CG, Housseau F, et al. Oncogenic Kras activates a hematopoietic-to-epithelial IL-17 signaling axis in preinvasive pancreatic neoplasia. Cancer Cell. 2014; 25:621–37. 10.1016/j.ccr.2014.03.01424823639PMC4072043

[22] Chang SH, Mirabolfathinejad SG, Katta H, Cumpian AM, Gong L, Caetano MS, Moghaddam SJ, Dong C. T helper 17 cells play a critical pathogenic role in lung cancer. Proc Natl Acad Sci U S A. 2014; 111:5664–9. 10.1073/pnas.131905111124706787PMC3992670

[23] Chen X, Cai G, Liu C, Zhao J, Gu C, Wu L, Hamilton TA, Zhang CJ, Ko J, Zhu L, Qin J, Vidimos A, Koyfman S, et al. IL-17R-EGFR axis links wound healing to tumorigenesis in Lrig1^+^ stem cells. J Exp Med. 2019; 216:195–214. 10.1084/jem.2017184930578323PMC6314525

[24] Wu L, Chen X, Zhao J, Martin B, Zepp JA, Ko JS, Gu C, Cai G, Ouyang W, Sen G, Stark GR, Su B, Vines CM, et al. A novel IL-17 signaling pathway controlling keratinocyte proliferation and tumorigenesis via the TRAF4-ERK5 axis. J Exp Med. 2015; 212:1571–87. 10.1084/jem.2015020426347473PMC4577838

[25] Li Q, Han Y, Fei G, Guo Z, Ren T, Liu Z. IL-17 promoted metastasis of non-small-cell lung cancer cells. Immunol Lett. 2012; 148:144–50. 10.1016/j.imlet.2012.10.01123089548

[26] Shiau MY, Fan LC, Yang SC, Tsao CH, Lee H, Cheng YW, Lai LC, Chang YH. Human papillomavirus up-regulates MMP-2 and MMP-9 expression and activity by inducing interleukin-8 in lung adenocarcinomas. PLoS One. 2013; 8:e54423. 10.1371/journal.pone.005442323349885PMC3549962

[27] Gu K, Li MM, Shen J, Liu F, Cao JY, Jin S, Yu Y. Interleukin-17-induced EMT promotes lung cancer cell migration and invasion via NF-κB/ZEB1 signal pathway. Am J Cancer Res. 2015; 5:1169–79. 26045995PMC4449444

[28] Numasaki M, Watanabe M, Suzuki T, Takahashi H, Nakamura A, McAllister F, Hishinuma T, Goto J, Lotze MT, Kolls JK, Sasaki H. IL-17 enhances the net angiogenic activity and in vivo growth of human non-small cell lung cancer in SCID mice through promoting CXCR-2-dependent angiogenesis. J Immunol. 2005; 175:6177–89. 10.4049/jimmunol.175.9.617716237115

[29] Liu L, Ge D, Ma L, Mei J, Liu S, Zhang Q, Ren F, Liao H, Pu Q, Wang T, You Z. Interleukin-17 and prostaglandin E2 are involved in formation of an M2 macrophage-dominant microenvironment in lung cancer. J Thorac Oncol. 2012; 7:1091–100. 10.1097/JTO.0b013e318254275222534817PMC3378786

[30] Li Q, Liu L, Zhang Q, Liu S, Ge D, You Z. Interleukin-17 Indirectly Promotes M2 Macrophage Differentiation through Stimulation of COX-2/PGE2 Pathway in the Cancer Cells. Cancer Res Treat. 2014; 46:297–306. 10.4143/crt.2014.46.3.29725038765PMC4132449

[31] Larionova I, Tuguzbaeva G, Ponomaryova A, Stakheyeva M, Cherdyntseva N, Pavlov V, Choinzonov E, Kzhyshkowska J. Tumor-Associated Macrophages in Human Breast, Colorectal, Lung, Ovarian and Prostate Cancers. Front Oncol. 2020; 10:566511. 10.3389/fonc.2020.56651133194645PMC7642726

[32] Hu X, Gu Y, Zhao S, Hua S, Jiang Y. Increased IL-10+CD206+CD14+M2-like macrophages in alveolar lavage fluid of patients with small cell lung cancer. Cancer Immunol Immunother. 2020; 69:2547–60. 10.1007/s00262-020-02639-z32583155PMC11027454

[33] Ruffell B, Chang-Strachan D, Chan V, Rosenbusch A, Ho CM, Pryer N, Daniel D, Hwang ES, Rugo HS, Coussens LM. Macrophage IL-10 blocks CD8+ T cell-dependent responses to chemotherapy by suppressing IL-12 expression in intratumoral dendritic cells. Cancer Cell. 2014; 26:623–37. 10.1016/j.ccell.2014.09.00625446896PMC4254570

[34] Peranzoni E, Lemoine J, Vimeux L, Feuillet V, Barrin S, Kantari-Mimoun C, Bercovici N, Guérin M, Biton J, Ouakrim H, Régnier F, Lupo A, Alifano M, et al. Macrophages impede CD8 T cells from reaching tumor cells and limit the efficacy of anti-PD-1 treatment. Proc Natl Acad Sci U S A. 2018; 115:E4041–50. 10.1073/pnas.172094811529632196PMC5924916

[35] Lin W, Xu D, Austin CD, Caplazi P, Senger K, Sun Y, Jeet S, Young J, Delarosa D, Suto E, Huang Z, Zhang J, Yan D, et al. Function of CSF1 and IL34 in Macrophage Homeostasis, Inflammation, and Cancer. Front Immunol. 2019; 10:2019. 10.3389/fimmu.2019.0201931552020PMC6736990

[36] Toyoshima Y, Kitamura H, Xiang H, Ohno Y, Homma S, Kawamura H, Takahashi N, Kamiyama T, Tanino M, Taketomi A. IL6 Modulates the Immune Status of the Tumor Microenvironment to Facilitate Metastatic Colonization of Colorectal Cancer Cells. Cancer Immunol Res. 2019; 7:1944–57. 10.1158/2326-6066.CIR-18-076631554639

[37] Huang J, Lee HY, Zhao X, Han J, Su Y, Sun Q, Shao J, Ge J, Zhao Y, Bai X, He Y, Wang X, Wang X, Dong C. Interleukin-17D regulates group 3 innate lymphoid cell function through its receptor CD93. Immunity. 2021; 54:673–86.e4. 10.1016/j.immuni.2021.03.01833852831

[38] Iyoda M, Shibata T, Kawaguchi M, Hizawa N, Yamaoka T, Kokubu F, Akizawa T. IL-17A and IL-17F stimulate chemokines via MAPK pathways (ERK1/2 and p38 but not JNK) in mouse cultured mesangial cells: synergy with TNF-alpha and IL-1beta. Am J Physiol Renal Physiol. 2010; 298:F779–87. 10.1152/ajprenal.00198.200920042461

[39] Zhang W, Liu HT. MAPK signal pathways in the regulation of cell proliferation in mammalian cells. Cell Res. 2002; 12:9–18. 10.1038/sj.cr.729010511942415

[40] Pagès G, Lenormand P, L'Allemain G, Chambard JC, Meloche S, Pouysségur J. Mitogen-activated protein kinases p42mapk and p44mapk are required for fibroblast proliferation. Proc Natl Acad Sci U S A. 1993; 90:8319–23. 10.1073/pnas.90.18.83198397401PMC47347

[41] Lavoie JN, L'Allemain G, Brunet A, Müller R, Pouysségur J. Cyclin D1 expression is regulated positively by the p42/p44MAPK and negatively by the p38/HOGMAPK pathway. J Biol Chem. 1996; 271:20608–16. 10.1074/jbc.271.34.206088702807

[42] Pedram A, Razandi M, Levin ER. Extracellular signal-regulated protein kinase/Jun kinase cross-talk underlies vascular endothelial cell growth factor-induced endothelial cell proliferation. J Biol Chem. 1998; 273:26722–8. 10.1074/jbc.273.41.267229756915

[43] Cuenda A, Rousseau S. p38 MAP-kinases pathway regulation, function and role in human diseases. Biochim Biophys Acta. 2007; 1773:1358–75. 10.1016/j.bbamcr.2007.03.01017481747

[44] Niederst MJ, Sequist LV, Poirier JT, Mermel CH, Lockerman EL, Garcia AR, Katayama R, Costa C, Ross KN, Moran T, Howe E, Fulton LE, Mulvey HE, et al. RB loss in resistant EGFR mutant lung adenocarcinomas that transform to small-cell lung cancer. Nat Commun. 2015; 6:6377. 10.1038/ncomms737725758528PMC4357281

[45] Wu F, Fan J, He Y, Xiong A, Yu J, Li Y, Zhang Y, Zhao W, Zhou F, Li W, Zhang J, Zhang X, Qiao M, et al. Single-cell profiling of tumor heterogeneity and the microenvironment in advanced non-small cell lung cancer. Nat Commun. 2021; 12:2540. 10.1038/s41467-021-22801-033953163PMC8100173

[46] Du W, Xu X, Niu Q, Zhang X, Wei Y, Wang Z, Zhang W, Yan J, Ru Y, Fu Z, Li X, Jiang Y, Ma Z, et al. Spi-B-Mediated Silencing of Claudin-2 Promotes Early Dissemination of Lung Cancer Cells from Primary Tumors. Cancer Res. 2017; 77:4809–22. 10.1158/0008-5472.CAN-17-002028754672

[47] Li X, Xu Z, Du W, Zhang Z, Wei Y, Wang H, Zhu Z, Qin L, Wang L, Niu Q, Zhao X, Girard L, Gong Y, et al. Aiolos promotes anchorage independence by silencing p66Shc transcription in cancer cells. Cancer Cell. 2014; 25:575–89. 10.1016/j.ccr.2014.03.02024823637PMC4070880

[48] Heil J, Reifferscheid G. Detection of mammalian carcinogens with an immunological DNA synthesis-inhibition test. Carcinogenesis. 1992; 13:2389–94. 10.1093/carcin/13.12.23891473248

[49] Huang da W, Sherman BT, Lempicki RA. Systematic and integrative analysis of large gene lists using DAVID bioinformatics resources. Nat Protoc. 2009; 4:44–57. 10.1038/nprot.2008.21119131956

[50] Kanehisa M, Furumichi M, Tanabe M, Sato Y, Morishima K. KEGG: new perspectives on genomes, pathways, diseases and drugs. Nucleic Acids Res. 2017; 45:D353–61. 10.1093/nar/gkw109227899662PMC5210567

# Supplementary material for: Interleukin-17D promotes lung cancer progression by inducing tumor-associated macrophage infiltration via the p38 MAPK signaling pathway
**Source:** Aging (Albany NY). 2022 Aug 5;14(15):6149–68. doi: 10.18632/aging.204208
**Supplement:** Supplementary Table 1

## SUPPLEMENTARY TABLE

**Supplementary Table 1. Primer sequences.**

| <b>Primers used for qRT-PCR</b>                     |                                                                       |
|-----------------------------------------------------|-----------------------------------------------------------------------|
| <i>mGapdh</i> -F                                    | 5'ACTCCACTCACGGCAAATTCAACG3'                                          |
| <i>mGapdh</i> -R                                    | 5'TCTCGTGGTTCACACCCATCACAA3'                                          |
| <i>mCsf1</i> -F                                     | 5'GCCTCCTGTTCTACAAGTGGAAG3'                                           |
| <i>mCsf1</i> -R                                     | 5'ACTGGCAGTTCCACCTGTCTGT3'                                            |
| <i>mCsf2</i> -F                                     | 5'CTCACCTGCTGCTACTCATTC3'                                             |
| <i>mCsf2</i> -R                                     | 5'ACTACAGCTTCTTTGGGACAC3'                                             |
| <i>mCcl2</i> -F                                     | 5'GGAGAGCTACAAGAGGATCAC3'                                             |
| <i>mCcl2</i> -R                                     | 5'GTATGTCTGGACCCATTCTTC3'                                             |
| <i>mCcl3</i> -F                                     | 5'GAAGATTCCACGCCAATTCATC3'                                            |
| <i>mCcl3</i> -R                                     | 5'GATCTGCCGGTTTCTCTTAGTC3'                                            |
| <i>mCcl4</i> -F                                     | 5'AGCTCTGTGCAAACCTAACC3'                                              |
| <i>mCcl4</i> -R                                     | 5'GGTGTAAGAGAAACAGCAGGAA3'                                            |
| <i>mCcl5</i> -F                                     | 5'GAGTATTTCTACACCAGCAGCA3'                                            |
| <i>mCcl5</i> -R                                     | 5'CCACTTCTTCTCTGGGTTGG3'                                              |
| <i>mIl6</i> -F                                      | 5'TACCACTTCACAAGTCGGAGGC3'                                            |
| <i>mIl6</i> -R                                      | 5'CTGCAAGTGCATCATCGTTGTTC3'                                           |
| <i>hGAPDH</i> -F                                    | 5'GGTGGTCTCCTCTGACTTCAACA3'                                           |
| <i>hGAPDH</i> -R                                    | 5'GTTGCTGTAGCCAAATTCGTTGT3'                                           |
| <i>hCSF1</i> -F                                     | 5'TGAGACACCTCTCCAGTTGCTG3'                                            |
| <i>hCSF1</i> -R                                     | 5'GCAATCAGGCTTGGTCACCACA3'                                            |
| <i>hCSF2</i> -F                                     | 5'CTGCTGCTGAGATGAATGAAAC3'                                            |
| <i>hCSF2</i> -R                                     | 5'CCCTTGAGCTTGGTGAGG3'                                                |
| <i>hCCL2</i> -F                                     | 5'AGCAAGTGTCCTCAAAGAAGC3'                                             |
| <i>hCCL2</i> -R                                     | 5'CATTGGAATCCTGAACCCACT3'                                             |
| <i>hCCL3</i> -F                                     | 5'TGCATCACTTGCTGCTGACA3'                                              |
| <i>hCCL3</i> -R                                     | 5'CTTCTGGACCCCTCAGGCACT3'                                             |
| <i>hCCL4</i> -F                                     | 5'CTCATGCTAGTAGCTGCCTTC3'                                             |
| <i>hCCL4</i> -R                                     | 5'GGC TGCTGGTCTCATAGTAATC3'                                           |
| <i>hCCL5</i> -F                                     | 5'ACAGGTACCATGAAGGTCTCC3'                                             |
| <i>hCCL5</i> -R                                     | 5'GCAAATTTGTGTAAGTTCAGG3'                                             |
| <i>hIL6</i> -F                                      | 5'GGAGACTTGCCTGGTGAAA3'                                               |
| <i>hIL6</i> -R                                      | 5'CTGGCTTGTTCTCACTACTC3'                                              |
| <b>Primers used for amplifying <i>IL17D</i> ORF</b> |                                                                       |
| <i>IL17D</i> -ORF-F                                 | 5'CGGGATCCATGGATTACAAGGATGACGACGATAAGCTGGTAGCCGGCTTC3'                |
| <i>IL17D</i> -ORF-R                                 | 5'CGGGATCCTCAGGGGCCAGCGGGCGCGT3'                                      |
| <b>shRNA sequences for <i>IL17D</i></b>             |                                                                       |
| <i>shIL17D</i> -501                                 | 5'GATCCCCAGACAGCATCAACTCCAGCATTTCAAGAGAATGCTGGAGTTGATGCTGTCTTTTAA3'   |
| <i>shIL17D</i> -301                                 | 5'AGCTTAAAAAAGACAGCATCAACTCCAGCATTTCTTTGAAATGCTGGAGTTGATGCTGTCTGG G3' |
| <i>shIL17D</i> -502                                 | 5'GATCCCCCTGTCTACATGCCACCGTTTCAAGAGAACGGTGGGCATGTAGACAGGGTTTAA3'      |
| <i>shIL17D</i> -302                                 | 5'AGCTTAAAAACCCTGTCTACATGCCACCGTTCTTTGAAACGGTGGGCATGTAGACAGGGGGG3'    |

How the deposited data were processed for this re-analysis (not part of the article)

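RNA-seq counts from 3 libraries of IL17D-overexpressing A549 cells and 3 libraries of A549 cells with empty vector were analysed. The authors deposited 1 table of counts per gene, in which each value is the number of reads counted on a gene in a library, with no normalization, and none of its per-sample columns was left out. The paper's text does not say how reads were aligned and counted, and the raw reads were not processed again. Groups were taken from the sample labels, and IL17D itself was used to check them.

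Analyses were run in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. Genes were kept by edgeR's filterByExpr with its default settings, library sizes were scaled by TMM, and the groups were compared with the quasi-likelihood test (glmQLFit and glmQLFTest) without covariates. All p-values of single genes are two-sided, and Benjamini-Hochberg adjustment was made over the 15754 tested genes. For a comparison of 3 libraries with 3, these tests rest on variances modelled across genes. CPM were computed by edgeR's cpm after TMM scaling, and errors are the SD of 3 libraries. Standard errors of edgeR's log2 fold changes were taken as their size divided by the square root of the F statistic. That is an approximation, which is poor for a change as large as that of IL17D. A gene was counted as up- or downregulated at the thresholds printed in Figure 5A, and separately at an adjusted p under 0.05. Where a count was 0, the limit was taken as 3 counts.

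The following choices were made before the data were examined: the tests and thresholds, the alternatives, the gene lists and the rule for naming genes. The rule takes IL17D and the genes behind the paper's statements on macrophage recruitment, on receptors and on p38 MAPK, and then genes with an adjusted p under 0.05, a mean of at least 1 CPM and no overlap between the groups. Of those, the 4 largest rises, the 4 largest falls and the 2 smallest p-values in each direction are named, and also the 5 genes with the smallest p among the genes of the IL-17 and of the MAPK signaling list past the thresholds of Figure 5A. IL17D is among the 4 largest rises and among the genes with the smallest p.

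The KEGG gene sets used by the paper were not available. Hand-written lists took their place: IL-17 signaling, MAPK signaling, macrophage recruitment and polarization (the 7 genes of Figure 4A), immediate early AP-1 genes, ERK output, metallothionein and zinc response, integrated stress response, unfolded protein response of the endoplasmic reticulum, interferon response, and proliferation. Over-representation was tested with a one-sided Fisher's exact test against tested protein-coding genes. All 10 lists were tested in both directions with limma's camera on voom values, with fry beside it, and each list's median was compared with 10000 random lists matched for expression in 20 bins.

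The steps were tested on simulated data of the same size. With 200 changed genes among 15754, edgeR called 71% of them at an adjusted p under 0.05 with 11 wrong calls, DESeq2 64.5% with 3 wrong calls and limma voom 69.5% with 13 wrong calls. At the thresholds of Figure 5A, wrong calls numbered 438, 212 and 449 for the 3 tools. For a simulated list of 40 genes moved by 0.15 in log2, camera's p was 1.4e-08, and for an unmoved list it was 0.749.

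The alternatives were DESeq2's size factors in the edgeR fit, DESeq2's Wald test on the same genes, DESeq2's Wald test on all genes with at least 1 count, limma voom, edgeR on all genes with at least 1 count, edgeR on genes with at least 10 counts in every library, the replicate number as a block, and leaving out each library in turn. The lists were also tested with the adjusted calls, with all tested genes as background, without IL17D, and with camera's correlation estimated from the data. The IL-17 signaling list was tested without IL17D in camera and fry as well, with IL17D left out of the genes in the fit and adjustment over the same 10 lists, a test chosen after the results were seen. To see how far the scaling of the libraries could shift all genes, TMM was compared with total counts and with edgeR's RLE, upper quartile and TMMwsp factors, a comparison chosen after the results were seen. Transcript GC content and length were corrected for by a loess fit, and sequence in common between genes was measured with 31-base stretches of the GENCODE transcripts. Other results in the paper, such as the RT-PCR, western blot and mouse experiments, have no deposited counts and were left out.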

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

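The tests of the explanations for the genes and lists below were chosen only after their changes had been seen, and the deciding values of the tests of library size and of the summed AKR1C counts had been seen as well. The test of the IL-17 signaling list without IL17D was also chosen after its result with IL17D. The paper does not name the following 18 genes, each of which had an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The log2 fold changes of the upregulated genes were 1.04 for NTS, 0.82 for CAMK4, 0.69 for DAW1, 0.50 for TFPI2, 0.50 for MAPK4, 0.45 for NR4A1, 0.29 for HSPA2, 0.27 for FOSL1, 0.24 for MYC, 0.23 for FGFR1 and 0.23 for MAP3K14. Those of the downregulated genes were -1.20 for PRRT1B, -1.09 for LHX1, -1.07 for SNRPGP10, -0.94 for PDXDC2P-NPIPB14P, -0.88 for MUC5AC, -0.31 for MUC5B and -0.29 for AKR1C2. Leaving out 1 library took the call from 8 of them. In edgeR's test, the adjusted p was 0.169 for CAMK4 and 0.226 for LHX1 without control replicate 1, 0.156 for SNRPGP10 without control replicate 3, 0.064 for PRRT1B and 0.092 for FOSL1 without IL17D replicate 1, and 0.248 for DAW1, 0.170 for PDXDC2P-NPIPB14P and 0.074 for MUC5B without IL17D replicate 3. Each of these is the highest adjusted p of its gene over all alternatives in edgeR, DESeq2 and limma, and the lowest was under 0.05 for every one of them. Library size does not account for these changes, since 4 other ways of scaling the libraries, total counts among them, shifted all genes by at most 0.0065 in log2 against TMM. The counts cannot show a change in the total RNA of a cell, so all changes are relative to the bulk of genes. GC content and gene length do not account for them either, since all 18 kept their direction and a log2 fold change above 0.2 in size after correction. For AKR1C2, an exchange of reads among the AKR1C genes is argued against by the summed count of AKR1C1, AKR1C2, AKR1C3 and AKR1C4, which had a log2 fold change of -0.29. For SNRPGP10, a pseudogene of SNRPG, 53.8% of the 31-base stretches occur in other genes, and for PDXDC2P-NPIPB14P 58.0% do. The summed count of SNRPG and SNRPGP10 had a log2 fold change of 0.12 (adjusted p = 0.44 in edgeR's test). This sum cannot decide, because SNRPG holds most of it, with 1535 counts against 39 in control replicate 1. For SNRPGP10 and PDXDC2P-NPIPB14P, a change in their own RNA and reads taken from a related gene cannot be told apart, because most of their sequence is not their own. An effect of IL17D overexpression is open for the other genes as a hypothesis, and so is any difference between the cultures or transductions that all 3 libraries of a group had in common.

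The real grouping gave more than the other groupings of the 6 libraries into 3 and 3. For the number of genes past the thresholds of Figure 5A, 1 of the 10 groupings, the real one, reached 946, and the others gave 339 to 527. For the number of genes with an adjusted p under 0.05, 1 of the 10 reached 249, and the others gave 0 to 8. With 10 groupings the share cannot fall under 10%, so chance is not excluded by this count alone.

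Outside the pathways of Figure 5B, 5 gene lists moved in IL17D-overexpressing cells. The immediate early AP-1 list had a median log2 fold change of 0.21, with 24 of 25 genes higher. The ERK output list, which has 3 tested genes in common with it, had a median of 0.079, with 15 of 18 genes higher. The paper's western blot showed no change of ERK phosphorylation in A549 cells, which RNA counts do not measure. The metallothionein and zinc response list had a median of -0.10, with 5 of 5 tested genes lower, the list of the unfolded protein response of the endoplasmic reticulum a median of -0.049, with 16 of 21 genes lower, and the interferon response list a median of -0.069, with 21 of 25 genes lower. Their adjusted p-values from limma's camera were 1.8e-19, 0.000178, 0.000153, 0.000166 and 0.0240. In the metallothionein and zinc response list, the largest falls were those of MT1X (-0.78) and MT2A (-0.48), and only MT2A had an adjusted p under 0.05 in edgeR's test. HMOX1 had a log2 fold change of -0.10, and SLC30A1 (-0.032) and SLC39A10 (-0.0057) hardly moved. With the correlation estimated from the data, ERK output (adjusted p = 0.0510) and the interferon response (adjusted p = 0.247) did not pass. The integrated stress response list (median -0.017, adjusted p = 0.278) and the macrophage recruitment list (2 tested genes, adjusted p = 0.603) did not pass the same test. The IL-17 signaling list passed only with IL17D in it (adjusted p = 0.207 from camera without IL17D), so this call rests on the overexpressed gene. With IL17D 6 lists passed and without it 5, and in both cases 1 of the 10 groupings of the libraries, the real one, gave as many. The others gave up to 3. Other ways of scaling the libraries shifted all genes by at most 0.0065 in log2, which is smaller in size than the median of each of the 5 lists. The medians of 6 of the 10 lists, or 5 without IL17D, lay outside the 5th to 95th percentile of matched random lists, where chance alone gives 1. Scaling of the libraries does not change this rank, so the rank is no separate test of library size. After correction for GC content and gene length, 5 of the 6 lists lay outside the 5th to 95th percentile of matched random lists, and the IL-17 signaling list, with IL17D in it, lay at 94.5.

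The rise of the immediate early AP-1 genes was examined further. After correction for GC content and gene length, their median log2 fold change was 0.21, so this bias does not explain the rise. Library size does not explain it either, since other ways of scaling the libraries shifted all genes by at most 0.0065 in log2. The median of the list lay at percentile 100 of 10000 random lists matched for expression, a rank that scaling of the libraries does not change. The median of the list was as far from 0 in 1 of the 10 groupings, the real one, and at most 0.10 in size in the others. The mean of the list differed between the groups by 2.46 times the largest range within a group. Immediate early genes respond within minutes to how cells are handled, and a difference in handling that all 3 libraries of a group had in common cannot be told apart from an effect of IL17D overexpression in this design. The 5 immediate early genes in the IL-17 signaling list and the 6 in the MAPK signaling list do not carry the over-representation of those lists, since the one-sided Fisher's exact p without them was 0.000185 and 0.0298. A signal that acts upstream of these genes in IL17D-overexpressing cells may explain the rise, and this stays a hypothesis.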

How the results depend on the processing

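The alternatives chosen only after the results were seen were the IL-17 and MAPK signaling lists without the immediate early genes and the IL-17 signaling list without IL17D in camera, in fry and with DESeq2 on all genes with at least 1 count. The number of genes upregulated at the thresholds of Figure 5A moved from 405 to 664 with edgeR on all genes with at least 1 count and to 267 with DESeq2's Wald test on those genes. The number of downregulated genes moved from 541 to 348 with DESeq2 on the same genes and to 308 with DESeq2 on all genes with at least 1 count. The number of genes downregulated at an adjusted p under 0.05 moved from 143 to 95 with DESeq2 on all genes with at least 1 count, where 22595 genes received no adjusted p. The cause of these moves was not tested. Across the 6 fits that each left out 1 library, the upregulated genes at the thresholds of Figure 5A ranged from 370 to 441 and the downregulated genes from 473 to 556. At an adjusted p under 0.05 they ranged from 70 to 133 and from 77 to 137, with 70 and 77 without IL17D replicate 3, 82 downregulated genes without IL17D replicate 1 and 95 without control replicate 2. These fits rest on fewer libraries. With the replicate number as a block, 402 and 530 genes passed the thresholds of Figure 5A, and 115 and 157 passed at an adjusted p under 0.05.

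IL17D kept its direction and an adjusted p under 0.05 in every fit, with log2 fold changes of 10.05 to 10.44 across the fits that each left out 1 library. Of the 18 other named genes with an adjusted p under 0.05, none changed direction in any fit that gave an adjusted p, and 10 kept their call in every fit that left out 1 library. The other 8 lost it in at least 1, and CAMK4 and PDXDC2P-NPIPB14P did so in all 6, so their calls rest on the full set of libraries. Under the other alternatives, 5 genes lost their call in 9 fits with DESeq2 or limma voom, namely CAMK4, DAW1, LHX1, SNRPGP10 and PDXDC2P-NPIPB14P, and over the 18 genes DESeq2 gave no adjusted p in 8 fits. The cause was not tested. For CSF1, the log2 fold change ranged from -0.45 to -0.31 across the fits that each left out 1 library, and it lost its call without control replicate 2 (-0.31, adjusted p = 0.106) and without IL17D replicate 2 (-0.33, adjusted p = 0.057) in edgeR's test, where its adjusted p ranged from 0.00077 to 0.106 over all alternatives. Genes that never passed changed sign in these fits: IL17RB (-0.19 to 0.042), IL17RD (-0.057 to 0.24), MAPK11 (-0.026 to 0.16) and MAPK14 (-0.051 to 0.010).

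For the IL-17 signaling list, the Fisher's exact p stayed under 0.05 in all alternatives, from 1.1e-06 to 0.00376 across the fits that each left out 1 library, but a shift over the whole list was found only with IL17D in it. Without IL17D, camera gave a p of 0.160 (adjusted p = 0.207) and fry a p of 0.358 (adjusted p = 0.398), and camera with the correlation estimated from the data gave an adjusted p of 0.383. For the MAPK signaling list it ranged from 0.000241 to 0.0273 across those fits, but the test of a shift over the whole list gave 0.172 with camera and 0.120 with fry as its p. The list has genes that rose and genes that fell, which a test of direction sets against each other. The mixed test of fry, which ignores direction, gave an unadjusted p of 7.6e-08 for the MAPK signaling list. It gave 7.3e-07 for the integrated stress response list, which camera did not call, so it does not single out MAPK signaling. With camera's correlation estimated from the data, the adjusted p rose to 0.255 for IL-17 signaling, 0.0510 for ERK output and 0.247 for the interferon response. The interferon response list also failed with fry (adjusted p = 0.0693) and with at least 10 counts in every library (adjusted p = 0.0526 from camera), so its fall depends on the test and the genes tested. The cause was not tested. Of the genes the paper names, CCL3, CCL4 and IL6 had no counts and could not be tested in any setting, and CCL5, CSF2 and CD93 had too few to pass edgeR's filterByExpr.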

Differences from the paper's values

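All of the alternatives named below were set before the data were examined, and no test was chosen after the result was seen. The paper reports 267 upregulated genes, and edgeR gave 405 at the thresholds printed in Figure 5A. Of the alternatives, 4 came within 1.5 times the paper's number: DESeq2's Wald test on the same genes with 280, DESeq2's Wald test on all genes with at least 1 count with 267, edgeR on genes with at least 10 counts in every library with 364, and edgeR without IL17D replicate 3 with 370. The other 9 gave 402 to 664. The paper reports 308 downregulated genes, and edgeR gave 541. DESeq2's Wald test gave 348 on the same genes and 308 on all genes with at least 1 count. The other 11 alternatives gave 473 to 782. On all genes with at least 1 count, DESeq2's Wald test therefore gave both of the paper's numbers exactly. The tool and the genes tested are enough to account for the difference, although the paper's text does not name its tool.

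Without TMM scaling, CSF1 had 32.7 ± 3.43 CPM in control cells and 25.0 ± 1.64 CPM in IL17D-overexpressing cells (SD, n = 3 each). The ratio of IL17D-overexpressing to control cells was 0.764, against the paper's RT-PCR value of about 3.2 in Fig. 4A, read by eye. None of the 13 alternatives closed this gap, with ratios of 0.731 to 0.809. The paper reports CCL3 and CCL4 as higher in IL17D-overexpressing A549 cells, by RT-PCR and, as protein in the supernatant, by ELISA. Neither gene had a count in any of the 6 libraries, which allows up to 0.0640 CPM over the control libraries together and 0.0634 CPM over the IL17D-overexpressing libraries together, so a difference was not detectable at this depth. None of the alternatives called CSF1 upregulated, and CCL3 and CCL4 could not be tested in any of them.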

Other observations

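The tests chosen only after their results were seen were those of the label of each library, of library size and primers for CSF1, of the copies of CCL3 and CCL4, of IL17D in control libraries, of library size for the NRF2 targets, and of the summed counts of U2AF1 and NOMO3 with their copies. The 7 genes that Figure 4A measures by RT-PCR were looked up in the counts of the A549 libraries. CCL3, CCL4 and IL6 had 0 counts in all 6 libraries, and CSF2 had 1 count. CCL5 had 10, 6 and 7 counts in control replicates 1, 2 and 3 and 10, 10 and 7 in the IL17D-overexpressing replicates, too few to pass edgeR's filterByExpr. CCL2 had a log2 fold change of 0.24, with all 3 IL17D-overexpressing libraries above all 3 control libraries, and an adjusted p of 0.108 over all genes tested and of 0.0027 adjusted over the list alone in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. CSF1 had a log2 fold change of -0.38, with all 3 IL17D-overexpressing libraries below all 3 control libraries, and an adjusted p of 0.0070 over all genes tested and of 0.000104 adjusted over the list alone in the same edgeR test. The call of CSF1 was lost without control replicate 2 and without IL17D replicate 2, with an adjusted p of 0.106 and 0.057 in edgeR's test, in a range from 0.00077 to 0.106 over all alternatives. The paper measured the genes of this list by RT-PCR, and its text does not state whether the same RNA was sequenced. It also reports more CCL3 and CCL4 protein in the A549 supernatant by ELISA. With a p38 inhibitor, it reports lower CCL3, CCL4 and CSF1 in IL17D-overexpressing A549 cells. Reads of CCL3 and CCL4 counted on their near-identical copies do not explain the zeros, since CCL3L1 and CCL4L2 together had 1 count over the 6 libraries. Library size does not explain the lower CSF1, since other ways of scaling the libraries shifted all genes by at most 0.0065 in log2. Exchanged labels do not explain it either, since IL17D in the lowest IL17D-overexpressing library was 889 times that in the highest control library. The paper's CSF1 primers match 4 of the 9 annotated transcripts of the gene, and counts per gene cannot tell whether those transcripts changed otherwise than the rest. A biological difference between the cells used for RT-PCR and for sequencing is open and was not tested.

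CD93, which the paper discusses as a receptor for IL-17D, had 0 counts in the 3 control libraries and 0, 2 and 0 counts in IL17D-overexpressing replicates 1, 2 and 3. Among the IL-17 receptor genes, IL17RA had the most counts, with 37.4 ± 0.703 CPM (SD, n = 3) in control cells and 38.9 ± 1.58 CPM (SD, n = 3) in IL17D-overexpressing cells. None of the log2 fold changes of IL17RA (0.057), IL17RB (-0.066), IL17RC (-0.20), IL17RD (0.083) and IL17RE (-0.36) passed an adjusted p of 0.05 in the edgeR test, and 1 of them, that of IL17RC, had an unadjusted p under 0.05, namely 0.017. The genes of the p38 MAPK family had log2 fold changes of 0.074 (MAPK11), -0.038 (MAPK12), -0.80 (MAPK13) and -0.019 (MAPK14), and none passed an adjusted p of 0.05 in the edgeR test. MAPK13 had an unadjusted p of 0.037 at 1.66 CPM in control and 0.937 CPM in IL17D-overexpressing cells. The counts hold no measure of phosphorylation.

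Control libraries had 24, 18 and 34 counts of IL17D. Their mean was 0.0845% of the mean of the IL17D-overexpressing libraries. Expression of the gene in A549 cells and reads assigned to the wrong library during sequencing cannot be told apart, because a share this small could come from either and no other transgene was measured.

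The over-representation of the lists was compared with other groupings of the libraries. For the IL-17 signaling list, 1 of the 10 groupings, the real one, gave a Fisher's exact p as small as 0.000101, and the smallest of the others was 0.00479. For the MAPK signaling list, 1 of the 10, the real one, gave a p as small as 0.0116, and the smallest of the others was 0.140. The overexpressed gene alone does not carry this over-representation of the IL-17 signaling list, since the exact p without IL17D was 0.000348.

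A hypothesis arose from AKR1C1, AKR1C2, AKR1C3, AKR1B10, ALDH3A1, ABCC3 and GPX2, which were seen to fall together with a median log2 fold change of -0.25 and are targets of the transcription factor NRF2. If NRF2 were less active in IL17D-overexpressing cells, its other targets would fall too. Of 29 other NRF2 targets, listed before their values were looked up, 25 were lower, with a median log2 fold change of -0.084 (p = 0.00125 from camera with the correlation estimated from the data). Only 4 of the 29 had an adjusted p under 0.05 in edgeR's test with Benjamini-Hochberg adjustment. The targets that were not lower hardly moved, with log2 fold changes of 0.013 for NQO1, 0.0057 for TXNRD1, 0.00022 for TXN and 0.020 for CYP4F11. The median of the 7 genes was -0.25 after correction for GC content and gene length, and other ways of scaling the libraries shifted all genes by at most 0.0065 in log2, so neither this bias nor library size explains the fall. Lower NRF2 activity is a candidate explanation, found and tested in the same libraries, and a difference between the cultures of the groups stays open as for the other genes.

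Some large changes lie in genes with near-identical copies. Among genes past the thresholds of Figure 5A with a mean of 20 to 200 counts, the 13 that changed by more than 1 in log2 had on average 62.8% of their 31-base stretches in other genes, against 14.5% for the 394 that changed less (permutation test, p = 1e-05, the smallest that 100000 resamples can give). The following genes were chosen after their values were seen. NOMO3 had a log2 fold change of -0.76, but the summed count of NOMO1, NOMO2 and NOMO3 had one of 0.018 (adjusted p = 0.93 in edgeR's test with Benjamini-Hochberg adjustment), which is consistent with reads exchanged between the copies. U2AF1 fell, with 270, 53 and 31 counts in control replicates 1, 2 and 3 and 34, 25 and 34 in the IL17D-overexpressing replicates, and its copy U2AF1L5 rose, with 103, 109 and 217 counts against 508, 95 and 575. The log2 fold change of their summed count was 0.72 (adjusted p = 0.24 in edgeR's test with Benjamini-Hochberg adjustment), so an exchange of reads and a change in RNA cannot be told apart for this pair, because the libraries of each group differ widely.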
